# The Disulfide Stress Response and Protein *S*-thioallylation Caused by Allicin and Diallyl Polysulfanes in *Bacillus subtilis* as Revealed by Transcriptomics and Proteomics

**DOI:** 10.3390/antiox8120605

**Published:** 2019-11-29

**Authors:** Bui Khanh Chi, Nguyen Thi Thu Huyen, Vu Van Loi, Martin Clemens Horst Gruhlke, Marc Schaffer, Ulrike Mäder, Sandra Maaß, Dörte Becher, Jörg Bernhardt, Miriam Arbach, Chris J. Hamilton, Alan J. Slusarenko, Haike Antelmann

**Keywords:** *Bacillus subtilis*, allicin, diallyl polysulfane, bacillithiol, *S*-thioallylation

## Abstract

Garlic plants (*Allium sativum* L.) produce antimicrobial compounds, such as diallyl thiosulfinate (allicin) and diallyl polysulfanes. Here, we investigated the transcriptome and protein *S*-thioallylomes under allicin and diallyl tetrasulfane (DAS4) exposure in the Gram-positive bacterium *Bacillus subtilis*. Allicin and DAS4 caused a similar thiol-specific oxidative stress response, protein and DNA damage as revealed by the induction of the OhrR, PerR, Spx, YodB, CatR, HypR, AdhR, HxlR, LexA, CymR, CtsR, and HrcA regulons in the transcriptome. At the proteome level, we identified, in total, 108 *S*-thioallylated proteins under allicin and/or DAS4 stress. The *S*-thioallylome includes enzymes involved in the biosynthesis of surfactin (SrfAA, SrfAB), amino acids (SerA, MetE, YxjG, YitJ, CysJ, GlnA, YwaA), nucleotides (PurB, PurC, PyrAB, GuaB), translation factors (EF-Tu, EF-Ts, EF-G), antioxidant enzymes (AhpC, MsrB), as well as redox-sensitive MarR/OhrR and DUF24-family regulators (OhrR, HypR, YodB, CatR). Growth phenotype analysis revealed that the low molecular weight thiol bacillithiol, as well as the OhrR, Spx, and HypR regulons, confer protection against allicin and DAS4 stress. Altogether, we show here that allicin and DAS4 cause a strong oxidative, disulfide and sulfur stress response in the transcriptome and widespread *S*-thioallylation of redox-sensitive proteins in *B. subtilis*. The results further reveal that allicin and polysulfanes have similar modes of actions and thiol-reactivities and modify a similar set of redox-sensitive proteins by *S*-thioallylation.

## 1. Introduction

Garlic (*Allium sativum*) has been historically used as a medicinal plant for the treatment of infectious diseases, such as tuberculosis, due to the production of volatile reactive sulfur compounds. The main thiol-reactive sulfur ingredient of garlic is the diallyl thiosulfinate (allicin), which acts as antimicrobial and inhibits the growth and survival of several important human pathogens, including multi-drug resistant bacteria, fungi, and parasites [1,2,3,4,5,6,7,8,9]. Upon garlic tissue damage, the enzyme cysteine-*S*-lyase alliinase is released from the vacuole into the cytosol to synthesize allyl sulfenic acid and dehydroalanine from the odor-less precursor alliin. Allicin forms by spontaneous condensation of two allyl sulfenic acid molecules [5,10,11]. Allicin decomposition occurs rapidly during heating or distillation resulting in various diallyl polysulfanes, with 2–6 sulfur atoms organized as sulfur chains, including diallyl di-, tri-, tetra-, penta-, and hexa polysulfanes (DAS2-6) [3,4]. DAS2 and DAS3 are the most frequently observed sulfur compounds present in garlic oils [12,13,14]. 

Allicin and diallyl polysulfanes DAS2-6 showed different extents of thiol-reactivity and microbicidal effects, with DAS4-6 and allicin being more potent antimicrobials compared to diallyl di- and trisulfides (DAS2-3) [3,9]. The effects of garlic polysulfanes DAS2-6 were compared on the growth and the minimal inhibitory concentration (MIC) of *Bacillus subtilis*, *Helicobacter pylori*, *Staphylococcus aureus*, and fungi, which showed that the antimicrobial activity of polysulfanes increases with longer sulfur chain length [9,15,16,17]. However, the stability of DAS5-6 is also strongly decreased compared to DAS2-4, and polysulfanes of longer chain length tend to rearrange to a mix of shorter polysulfanes when incubated with glutathione (GSH) in vitro [9,18].

The thiol-reactive modes of actions of allicin and diallyl polysulfanes and their reactions with low molecular weight (LMW) thiols have been investigated in *Escherichia coli*, *S. aureus*, and *B. subtilis* [7,9,19]. The mode of action of garlic sulfur compounds was attributed to *S*-thioallylation of LMW and protein thiols, causing rapid depletion of the reduced thiol pool upon allicin and DAS4 stress [5,7,8,19,20]. Treatment of GSH with allicin and polysulfanes in vitro results in a thiol-disulfide exchange reaction and the formation of GSH conjugated *S*-thioallylated di-, tri-, and tetra-sulfanes, and allyl thiols or allyl persulfides [3,9,13]. The *S*-thioallylated di- and trisulfanes were the major GSH conjugates measured upon GSH exposure to DAS3-6 in vitro [9]. In contrast to *E. coli* and eukaryotes, the Gram-positive bacterium *B. subtilis* does not utilize GSH, but instead produces bacillithiol (BSH) as alternative LMW thiol [21,22,23]. In *B. subtilis*, the depletion of the BSH and cysteine by the polysulfanes DAS3-4 occurred rapidly and was accompanied by formation of allyl thiols as polysulfane detoxification products [9]. GSH and BSH were further important for protection against allicin and diallyl polysulfane stress in yeast, *B. subtilis*, and *S. aureus* [5,9,19,24,25]. 

In *E. coli*, *B. subtilis*, *S. aureus*, and human cells, allicin and polysulfanes also caused increased protein *S*-thioallylation to deplete the cellular pool of protein thiols, leading to inactivation of proteins and cell death [7,8,19,20,26]. The inactivation of enzymes by *S*-thioallylation has been shown for the cysteine protease papain, alcohol dehydrogenases, enolase, isocitrate lyase, and glyceraldehyde-3-phosphate dehydrogenase GapDH in vitro [7,8,19,26]. In the human Jurkat cell proteome, about 332 proteins were modified by *S*-thioallylations after allicin stress [26]. In *E. coli* cells, about 90 *S*-thioallylated peptides in 73 proteins were identified that include mostly high abundant proteins [7,8,20]. In *S. aureus*, 57 proteins were identified as targets for *S*-thioallylation in *S. aureus*, including metabolic and redox enzymes as well as redox-sensing regulators of the MarR/SarA family [19]. We could further unravel the pathways for regeneration from allicin stress in *S. aureus*. While BSH and the disulfide reductase MerA were shown to function in allicin detoxification, the BrxA/BSH/YpdA pathway catalyzed the removal of *S*-thioallylation from BSH and proteins to restore the thiol-redox homeostasis [19]. 

In *B. subtilis*, BSH participates in redox modification of Cys residues under HOCl stress, leading to widespread *S*-bacillithiolation, which functions in thiol-protection and redox regulation of proteins similarly as *S*-glutathionylation [21,27,28,29,30,31,32,33,34,35]. Among the targets for *S*-bacillithiolation are the translation elongation factor TufA, the methionine synthase MetE, the inosine monophosphate dehydrogenase GuaB, and the inorganic pyrophosphatase PpaC [27,30,35]. *S*-bacillithiolation of MetE occurs at its Zn-binding active site, leading to its inactivation and methionine auxotrophy in HOCl-treated cells [27,35]. The redox-sensing OhrR repressor is inhibited by *S*-bacillithiolation under HOCl and cumene hydroperoxide (CHP) stress, resulting in derepression of the *ohrA* peroxiredoxin, which confers resistance to the oxidants [27,29,36]. However, it is unknown whether garlic sulfur compounds modify similar targets by *S*-thioallylation in *B. subtilis*. 

Here, we aimed to investigate the regulatory stress responses and targets for *S*-thioallylations in response to allicin and diallyl tetrasulfane (DAS4) in *B. subtilis*. Both sulfur compounds allicin and DAS4 were shown to elicit a similar strong thiol-specific oxidative and sulfur stress response in the transcriptome of *B. subtilis*. About 108 targets for *S*-thioallylation were identified by shotgun proteomics, including the majority of previously identified *S*-thiolated proteins under HOCl stress, such as TufA, MetE, YxjG, GuaB, SerA, and PpaC, as well as the redox-sensing regulators OhrR, HypR, YodB, and CatR. Growth comparisons revealed that BSH and the OhrR, PerR, HypR, and Spx regulons contribute to allicin protection mechanisms in *B. subtilis*. 

## 2. Materials and Methods 

### 2.1. Bacterial Strains and Growth Conditions 

*B. subtilis* strains used in this study are derivatives of the parent strains 168 (*trpC2*), JH642 (*trpC2* attSPß), and CU1065 (*trpC2* pheA1), which were cultivated at 37 °C in Belitsky minimal medium (BMM) as described previously [37]. *B. subtilis* mutant strains used for phenotype studies include Δ*spx* (*trpC2*,*spx*::*neo*^r^) [38], Δ*ohrA* (*trpC2*, *ohrA*::cm^r^) [27], Δ*hypR* (*trpC2*, *hypR*::*cm*^r^) [39], HB9121 (CU1065 *trpC2*, *ohrR*::km^r^ *ohrR*-FLAG (Spc^r^) *ohrA-cat lacZ* (Neo^r^) [29], and HB11002 (CU1065 *trpC2*, *bshA*::mls^r^) [28]. Antibiotics were supplemented when required for the mutants at the following doses: 1 µg/mL erythromycin, 25 µg/mL lincomycin, 5 µg/mL chloramphenicol, 10 µg/mL kanamycin, 100 µg/mL spectinomycin. 

For the stress experiments with allicin and DAS4, cells were grown in BMM to an optical density at 500 nm (OD_500_) of 0.4 and exposed to sub-lethal doses of 90 and 250 µM allicin and 92 µM DAS4. The statistics of significant changes in the growth curves was determined using the Student’s unpaired two-tailed t-test by the GraphPad Prism software. Allicin was synthetized by oxidation of 3-[prop-2-en-1-yl) disulfanyl] prop-1-ene (diallyl disulfide) with peracetic acid, as described [24]. DAS4 was synthesized and purified, as previously described [9]. 

### 2.2. Identification of S-Thioallylated Proteins Using LTQ-Orbitrap Mass Spectrometry

*B. subtilis* 168 was grown in BMM and treated with 90 µM allicin and 92 µM DAS4 for 30 min, followed by harvesting of cells, and alkylation in *N*-ethylmaleimide (NEM) buffer, as described [26,27]. NEM-alkylated protein extracts were subjected to tryptic in-gel-digestion and LTQ Orbitrap Velos mass spectrometry, as described [27]. *S*-thioallylated proteins were identified by searching all tandem mass spectrometry (MS/MS) spectra against the *B. subtilis* 168 target-decoy protein sequence database extracted from UniprotKB release 12.7 (UniProt Consortium, Nucleic acids research 2007, 35, D193-197) using Sorcerer^TM^-SEQUEST^®^ (Sequest v. 2.7 rev.11, Thermo Electron, including Scaffold 4.0; Proteome Software, Inc., Portland, OR, USA). The SEQUEST search was carried out with the previously used parameters [27], including a parent ion mass tolerance of 10 ppm and a fragment ion mass tolerance of 1.00 Da. Up to two tryptic mis-cleavages were allowed. Methionine oxidation (Met+15.994915 Da), cysteine alkylation by *N*-ethylmaleimide (Cys+125.04767 Da), and cysteine *S*-thioallylation by allicin (Cys+72.00337 Da for C_3_H_5_S_1_) were set as variable modifications. The mass spectrometry data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository [40,41] with the dataset identifier PXD013607. 

### 2.3. Microarray Transcriptome Analysis 

For microarray analysis, *B. subtilis* wild-type cells were grown in minimal medium to OD_500_ of 0.4 and harvested before and 30 min after treatment with 90 µM allicin and 92 µM DAS4. Total RNA was isolated by the acid phenol method as described [42]. For transcriptome analysis, 35 µg RNA were DNase-treated using the RNase-Free DNase Set (Qiagen, Hilden, Germany) and purified using the RNA Clean-Up and Concentration Kit (Norgen Biotek, Thorold, ON, Canada). The quality of the RNA preparations was assessed by means of the Agilent 2100 Bioanalyzer (Agilent Technologies, Waldbronn, Germany). Fluorescently labeled cDNA was synthesized and purified as described previously [27,43]. The allicin and DAS4 samples were labeled with Cy5, and the control samples were labeled with Cy3. 600 ng of Cy5- and Cy3-labeled cDNA were co-hybridized in a 1:1 ratio with the microarray based on the instruction of Agilent’s protocol (Two-Color Microarray-based Gene Expression Analysis, version 5.5, Agilent Technologies, Waldbronn, Germany). Data were extracted and processed using the feature extraction software (version 10.5, Agilent Technologies, Waldbronn, Germany). The error-weighted average of the log ratios of the probes was calculated for each gene using the Rosetta Resolver software (version 7.2.1, Rosetta Biosoftware, Seattle, WA, USA). Normalization was applied to log ratios by using to the Lowess algorithm. Genes showing induction or repression ratios of at least three-fold in two independent biological replicates were considered as significantly induced and subsets of the most interesting regulons are displayed in the Voronoi transcriptome treemap. All transcriptional fold-changes and log2 fold changes of the protein-coding genes and other RNA features quantified for DAS4 or allicin stress versus the control samples including the standard deviations and coefficient of variations are listed in Tables S1 and S2. The microarray datasets are available in NCBI’s gene expression omnibus (GEO) database under accession number [GSE132981].

### 2.4. Construction of the Voronoi Transcriptome Treemap 

For construction of the allicin and DAS4 transcriptome treemaps, the Paver software (DECODON GmbH, Greifswald, Germany) was applied [44]. The treemap visualizes the log2 fold-changes of highly upregulated redox regulons under allicin and DAS4 stress using a red–blue color gradient. Regulons are indicated with larger white labels, genes and operons are shown with smaller labels. The cell size is defined as ratio of expression levels under allicin treatment relative to the control. 

### 2.5. Immunoprecipitation (IP) and Non-Reducing SDS-PAGE Analysis of OhrR-FLAG, HypR, YodB, and CatR Proteins

The OhrR-FLAG protein expressing *B. subtilis* strain HB9121 was grown in BMM and exposed to 90 µM allicin at an OD_500_ of 0.4. Cells were harvested before (as untreated control) and 30 min after allicin stress in TE-buffer (10 mM Tris-HCl, pH8; 1 mM EDTA) with 100 mM iodoacetamide. Alkylated protein extracts were used for IP of OhrR-FLAG protein using anti-FLAG M2-affinity agarose (Invitrogen) according to the instructions of the manufacturer. For IP of HypR, YodB, and CatR, protein extracts of allicin-treated cells were subjected to Dynabead Protein A sepharose coupled to polyclonal HypR, YodB, and CatR antibodies, as described previously [27,45]. The precipitated OhrR-FLAG, HypR, YodB, and CatR proteins were eluted by boiling in non-reducing SDS sample buffer (4% SDS; 62.5 mM Tris-HCl pH 8.0, glycerol) and separated using 15% non-reducing SDS-PAGE. The protein bands were cut from the SDS-gel, tryptic in-gel digested, and the peptides analyzed by Orbitrap mass spectrometry as described above.

## 3. Results

### 3.1. Determination of Sub-Lethal Allicin and DAS4 Concentrations and Allicin Priming Assays in B. subtilis

First, we analyzed the growth of *B. subtilis* wild type cells after treatment with allicin and diallyl tetrasulfide (DAS4) to determine sub-lethal concentrations. Exposure of exponentially growing *B. subtilis* cells to 90 µM and 250 µM allicin resulted in a dose-dependent lag of growth for 20 min and 2 h, respectively, followed by rapid resumption of growth with the same rate as the untreated control (Figure 1A). This indicates that *B. subtilis* cells are able to recover fast in growth, presumably due to rapid detoxification of allicin and DAS4. We were further interested whether low doses of allicin can prime *B. subtilis* cells to mediate protection against subsequent higher doses of allicin or other oxidants. Indeed, priming of *B. subtilis* cells with 90 µM allicin resulted in protection against subsequent treatment with lethal 250 µM allicin, as shown by the faster growth recovery in primed cells compared to those treated with 250 µM allicin alone (Figure 1A). In addition, allicin primed *B. subtilis* cells could recover from lethal oxidative stress provoked by 250 µM CHP (Figure 1B). However, allicin priming did not confer cross-protection to lethal doses of 10 mM H_2_O_2_ (Figure 1C). Thus, allicin priming mediates protection against higher allicin doses and strong oxidants, such as CHP in *B. subtilis*. Next, we analyzed the growth of *B. subtilis* after exposure to different doses of DAS4. Treatment of *B. subtilis* with 23, 46, and 92 µM DAS4 also caused a dose-dependent growth delay of 1–2 h, followed by fast recovery of growth (Figure 1D), similarly as measured after allicin stress (Figure 1A). These growth profiles after allicin and DAS4 stress seem to indicate a disulfide stress response and are very similar, as shown previously for diamide and NaOCl stress in *B. subtilis* and for allicin in *E. coli* [7,27,46].

### 3.2. Allicin and DAS4 Cause a Strong Thiol-Specific Oxidative, Disulfide, and Sulfur Stress Response in the Transcriptome of B. subtilis 

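Transcripts of *B. subtilis* were measured on Agilent 2-color microarrays after 30 min with 90 µM allicin, a thiosulfinate of garlic, or 92 µM diallyl tetrasulfane (DAS4), with 2 biological replicates each. The methods give an optical density of 0.4 at the time of treatment and the note of Table S2 one of 0.5. On every array, cDNA of the treated culture carried Cy5, and cDNA of the control, taken before the treatment, carried Cy3. A log2 ratio therefore holds the change over 30 min of growth as well as the effect of the compound, and without a dye exchange a dye effect of a gene cannot be separated from the treatment. The array holds 43735 probes for 5855 features, of which 4284 are genes or RNAs with a *B. subtilis* locus name (median of 9 probes) and 1571 are other RNA segments. The files give locus names and no coordinates. For allicin, 90.2% and 87.3% of the probes were well above background in the control channel of replicates 1 and 2, and 86.8% and 85.1% in the treated channel. For DAS4, these shares were 85.5% and 89.7% in the control channel and 81.5% and 87.7% in the treated channel. No spot was saturated, and between 42 and 895 spots per array were left out as non-uniform or outlying. The authors' scanner software subtracted the background and applied the lowess dye normalization, and the deposited probe log ratios include both steps. From these, the log2 ratio of each gene was computed as the error-weighted mean over its probes, the summary that the methods name. A value on every array was present for 4280 genes. Adjusted p-values come from limma with Benjamini-Hochberg adjustment over these genes, fitted with 1 mean per treatment to all 6 arrays of the series (3 residual and 2.78 prior degrees of freedom). The remaining 2 arrays hold a treatment that the paper does not report. Between the 2 replicates, the log2 ratio of a gene differed by a median of 0.13 for allicin and 0.14 for DAS4. Replicate 1 of both compounds lay on one slide and replicate 2 on another, so each replicate's value is also the value within its slide. The number of arrays limits the precision of every value.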

To investigate in more detail the allicin- and DAS4-induced disulfide stress responses, *B. subtilis* was exposed to sub-lethal doses of 90 µM allicin or 92 µM DAS4 for 30 min and the changes in the transcriptome were analyzed using DNA microarrays, as described [27]. 

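In these log2 ratios, 427 of 4280 genes were at least 3-fold higher after allicin in both replicates, and 431 were at least 3-fold lower. After DAS4, 516 genes were at least 3-fold higher and 516 at least 3-fold lower in both replicates. The fold rule moved these counts most. With at least 2-fold in each replicate, 759 genes were higher after allicin and 847 after DAS4. In limma, 1757 genes were higher and 1584 lower after allicin at an adjusted p under 0.05, and 1842 were higher and 1687 lower after DAS4. The 5 highest genes among these were *yrkI*, *yrkF*, *yrkE*, *arsC* and *arsB* for allicin and *yrkI*, *clpE*, *arsB*, *arsC* and *yrkF* for DAS4. Some of these were near background in the control channel, where 0 and 1 of 3 *yrkI* probes were above background in the allicin replicates and 1 and 0 in those of DAS4, so the order of these genes is not fixed. The lowest genes for allicin were *lip* (BSU02700) with a log2 fold change of -4.70 ± 0.04 (SD, n = 2), *yjhA* (-4.50 ± 0.20), *ybxB* (-4.44 ± 0.22), *tyrA* (-4.42 ± 0.01) and *atpF* (-4.42 ± 0.11). For DAS4, they were the RNA feature BSU_misc_RNA_10 (-5.80 ± 0.18), *lip* (-5.51 ± 0.52), *purE* (-5.41 ± 0.14), *purK* (-5.39 ± 0.09) and *atpB* (-5.33 ± 0.07).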

In total, 515 and 616 genes were reproducibly >3-fold up-regulated in the transcriptomes under allicin and DAS4 stress, respectively, in 2 biological replicates (Tables S1 and S2). The genes were sorted into regulons and subsets of the most strongly induced regulons under allicin and DAS4 stress are displayed in Voronoi transcriptome treemaps (Figure 2A,B, Tables S1 and S2). 

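Across the 4280 genes, the mean log2 ratios after allicin and DAS4 correlated with a Pearson coefficient of 0.848 and a Spearman coefficient of 0.828. Genes are not independent replicates, so no p-value is given. On the first slide, the allicin and the DAS4 array correlated at 0.859 and on the second at 0.826, below the 0.986 and 0.979 between replicates of allicin and of DAS4. Of the genes at least 3-fold higher in both replicates, 329 were shared, where 51.5 would be shared by independent lists of these sizes. At least 3-fold lower in both replicates under both compounds were 295 genes. Of the 3000 genes that passed the limma threshold under both compounds, 2776 changed in the same direction and 224 in opposite directions. The difference itself was tested as DAS4 minus allicin, in which 845 genes were higher and 1011 lower with DAS4 at an adjusted p under 0.05 (limma). With the slide as a block, 801 were higher and 954 lower. Without allicin replicate 2, the count of genes higher with DAS4 fell to 533.

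**Figure D1:**
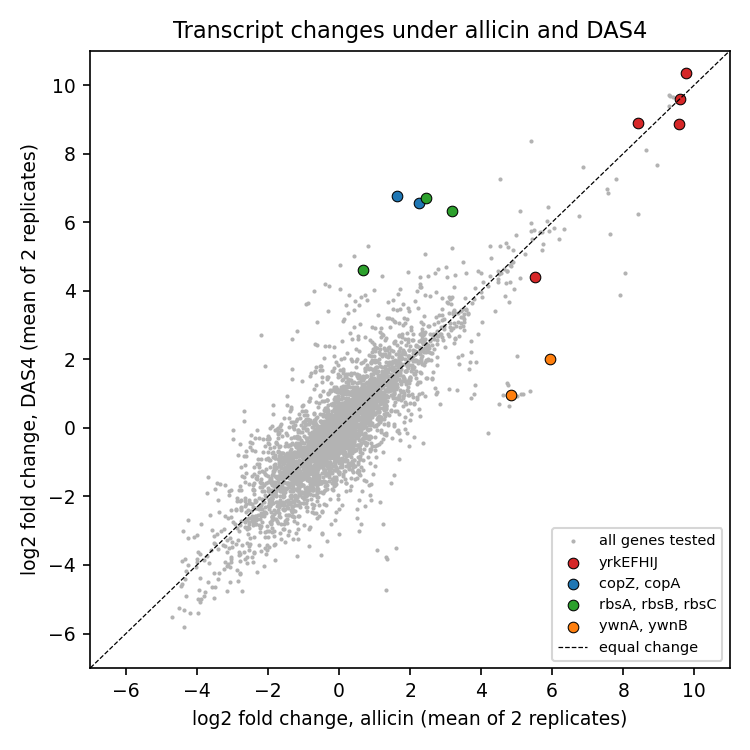
Mean log2 fold change of each gene after allicin (horizontal axis) and after DAS4 (vertical axis), with 2 replicates each. Gray points are all 4280 genes, and colored points are the genes of the *yrkEFHIJ*, *copZA* and *ywnAB* groups and *rbsA*, *rbsB* and *rbsC*. The dashed line marks equal change, and *copA* lies 5.14 above it.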

In general, both allicin and DAS4 caused a very similar stress response in the transcriptomes of *B. subtilis*. 

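The regulon lists were taken from Table S2, in which the study sorted genes measured on these same arrays, so they are not independent evidence. The rotation test fry of limma was run on 48 lists of at least 2 genes, with Benjamini-Hochberg adjustment over the lists. At an adjusted p under 0.05, 44 lists were higher after allicin and 46 after DAS4. Among the other lists, the median log2 ratio was below 0 for NsrR (-0.53), FadR (-0.20) and SigI (-0.09) after allicin and for FapR (-0.06) after DAS4. Camera, a set test that compares a list with the other genes, moved these counts most and called 21 lists higher for allicin and 26 for DAS4. All of these camera calls held under fry. Among them were ArsR, CzrA, CtsR, PerR, Spx and YodB under both compounds, whereas the lists of 2 genes for HypR, CatR, AdhR and CsoR passed fry only. For allicin, the median log2 ratio of the list was 9.30 for ArsR, 8.06 for CzrA, 7.57 for CatR, 4.77 for CtsR, 4.55 for HypR, 4.00 for YodB, 3.24 for AdhR, 2.25 for Spx, 1.94 for CsoR and 1.73 for PerR. For DAS4, it was 9.52 for ArsR, 6.91 for CatR, 6.65 for CsoR, 4.75 for CtsR, 4.53 for CzrA, 3.96 for YodB, 3.79 for HypR, 3.28 for AdhR, 2.70 for PerR and 1.52 for Spx. OhrR has 1 gene in the table and was not tested as a list.

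**Figure D2:**
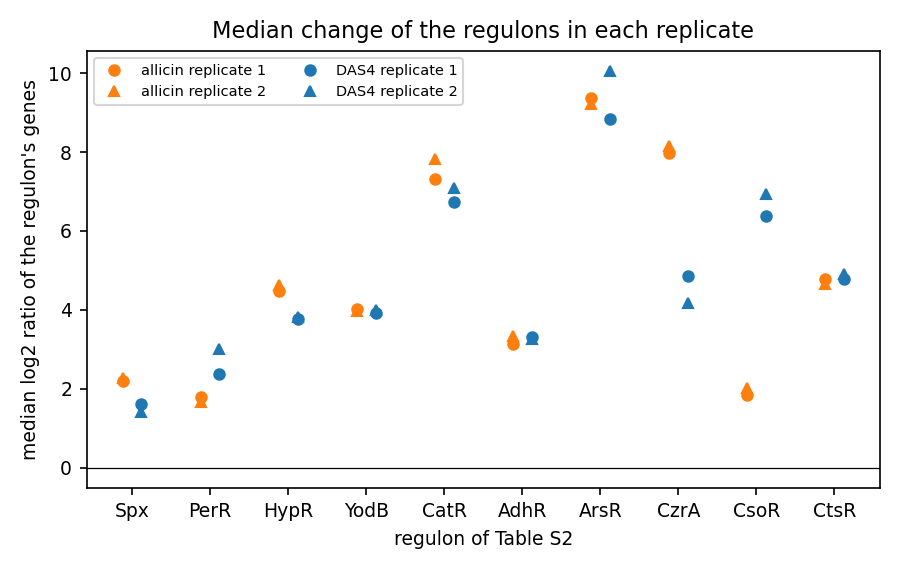
Median log2 ratio of treated over control for the genes of 10 regulons (horizontal axis) in each replicate. Circles are replicate 1 and triangles replicate 2, orange is allicin and blue DAS4; CzrA is lower and CsoR higher with DAS4 in both replicates.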

The OhrR, Spx, PerR, HypR, YodB, CatR, AdhR, ArsR, CzrA, CsoR, and CtsR regulons were most strongly induced under allicin and DAS4 stress, indicating that allicin and polysulfanes elicit a strong thiol-specific oxidative, disulfide and metal stress response, as well as protein damage (Figure 2A,B). Thus, these allicin and DAS4 expression profiles are similar compared to the NaOCl transcriptome signature in *B. subtilis* [27]. 

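The gene *ohrA* (BSU13140) had a log2 fold change of 8.42 ± 0.15 (SD, n = 2) after allicin and 6.25 ± 0.12 (SD, n = 2) after DAS4, with adjusted p = 7.12e-07 and 6.7e-07 in limma. It ranked 10 of 4280 genes for allicin and 23 for DAS4. The change was smaller with DAS4 by more than the spread between replicates, with a DAS4 minus allicin difference of -2.17 (standard error 0.13, adjusted p = 0.000294, limma).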

The OhrR-controlled *ohrA* peroxiredoxin gene was among the most highly induced genes under allicin and DAS4 stress (log2 fold-changes 6.4–8.7) (Tables S1 and S2). The OhrR repressor is redox-controlled by *S*-bacillithiolation under CHP and HOCl stress, leading to derepression of *ohrA*, which confers resistance to organic hydroperoxides and HOCl [27,29,47,48]. These results suggest that OhrR could sense allicin and DAS4 via *S*-thioallylation of its lone redox-sensing Cys22 residue. Furthermore, the PerR regulon was up-regulated under allicin and DAS4 stress, including the genes for catalase *katA* (5.8–7.8 log2 fold-changes), peroxiredoxins *ahpCF* (3.8–4.8-fold), and the miniferritin *mrgA* (5.5–8.6), which are indicative of an oxidative stress response. 

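After allicin, the log2 fold change was 7.64 ± 0.14 (SD, n = 2) for *katA* (BSU08820), 4.80 ± 0.28 for *ahpC* (BSU40090), 4.39 ± 0.18 for *ahpF* (BSU40100) and 5.40 ± 0.55 for *mrgA* (BSU32990). After DAS4, the same genes had values of 5.67 ± 0.22, 3.68 ± 0.49, 3.40 ± 0.35 and 8.36 ± 0.79. The largest adjusted p of these values was 1.58e-05 in limma. The change with DAS4 was smaller for *katA* (difference -1.97, adjusted p = 0.000452, limma) and larger for *mrgA* (difference 2.96, adjusted p = 0.00269, limma). For *ahpC* and *ahpF*, it was smaller with all arrays (differences -1.11 and -0.99, adjusted p = 0.016 and 0.00906, limma), but the difference did not pass the threshold without allicin replicate 2 (adjusted p = 0.0878 and 0.0586, the highest over the alternatives). Of the 15 genes in the PerR list, 14 were higher and 1 was lower after allicin, and 15 were higher after DAS4 at an adjusted p under 0.05 in limma. The lower gene is *yjbC*. Adjusted over the list alone, the counts were the same. Over the whole list, the compounds did not differ at the threshold (adjusted p = 0.169 with fry).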

The PerR regulon is also induced by other disulfide stress conditions, such as NaOCl and diamide [27,46]. 

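Of the 28 genes in the Spx list of Table S2, 26 were higher and 2 lower after allicin at an adjusted p under 0.05 in limma, and 23 were higher and 5 lower after DAS4. The lower genes were *bshA* and *bshB1* under both compounds and also *bshC*, *ytpP* and *ytpQ* after DAS4, named after their values were seen except for *bshC*. Adjusted over the list alone, the counts were the same. At least 3-fold higher in both replicates were 19 genes for allicin and 13 for DAS4. Single genes ranged from -0.83 to 5.67 on the log2 scale after allicin and from -3.07 to 5.70 after DAS4, with *nfrA* (BSU38110) as the highest under both. The list as a whole was lower with DAS4 than with allicin (median difference -0.41, adjusted p = 0.0118 with fry). This difference did not pass without DAS4 replicate 1 (adjusted p = 0.0624), without DAS4 replicate 2 (0.0798), without allicin replicate 2 (0.0509) or with median centring (0.0593). Its adjusted p ranged from 0.000455 to 0.0798 over the alternatives.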

The majority of genes controlled by the disulfide stress specific Spx transcription factor displayed elevated expression under allicin and DAS4 exposure. These include several genes for thiol-disulfide oxidoreductases (*nfrA*, *yugJ*, *ywcH* and *yjbH*), thioredoxin/ thioredoxin reductase *(trxA, trxB*), methionine sulfoxide reductases (*msrA, msrB)* and other redox enzymes that are required to maintain cellular redox homeostasis [49,50] and displayed log2 fold-changes of 4.2–5.8 under allicin and DAS4 (Figure 2A,B, Tables S1 and S2). These redox enzymes could be involved in detoxification of allicin and polysulfanes or reduction of *S*-thioallylations to restore the BSH redox balance and reduced protein thiols. In addition, we noted the log2-fold changes of 1.5–3 for the Spx regulon genes *bshB2*, *bshC, brxA*, *brxB*, and *ypdA,* which encode the pathways for BSH biosynthesis, reduction of bacillithiol disulfide, and regeneration of *S*-thiolated proteins [19,28,51,52]. Similarly, the CymR regulon for cysteine biosynthesis was weakly induced (log2 fold changes of 1–2) by allicin and DAS4 (Tables S1 and S2). 

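Among the oxidoreductases, the log2 fold change of *yugJ* (BSU31370) was 4.82 ± 0.20 (SD, n = 2) after allicin and 4.27 ± 0.06 after DAS4, and that of *yjbH* (BSU11550) was 3.63 ± 0.13 and 3.32 ± 0.05. For *ywcH* (BSU38100), it was 3.53 ± 0.80 and 3.78 ± 0.32, with 12 and 11 of its 13 probes above background in the control channel of the allicin replicates. The thioredoxin gene *trxA* (BSU28500) reached 5.10 ± 0.01 and 4.38 ± 0.03, and *trxB* (BSU34790) reached 4.72 ± 0.06 and 4.58 ± 0.16. The methionine sulfoxide reductase genes had values of 4.46 ± 0.22 and 4.24 ± 0.07 for *msrA* (BSU21690) and 4.47 ± 0.06 and 4.35 ± 0.05 for *msrB* (BSU21680). All of these and *nfrA* were at least 3-fold higher in both replicates of both compounds, with a largest adjusted p of 8.88e-05 in limma. Between the compounds, *trxA* differed (adjusted p = 0.00573, limma). The other 7 genes did not pass the threshold, but *yugJ* (adjusted p = 0.0531, limma) passed under 7 of the alternatives, with adjusted p from 0.024 to 0.231 over all of them.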

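After allicin, log2 fold changes were 2.88 ± 0.0049 (SD, n = 2) for *bshB2* (BSU19460), 2.59 ± 0.06 for *brxB* (BSU23990), 1.72 ± 0.14 for *bshC* (BSU15120), 1.55 ± 0.08 for *ypdA* (BSU22950) and 1.43 ± 0.02 for *brxA* (BSU21860). After DAS4, they were 2.95 ± 0.08 for *bshB2*, 1.97 ± 0.08 for *brxB*, 1.53 ± 0.03 for *ypdA* and 1.33 ± 0.10 for *brxA*. For *bshC*, the value after DAS4 was -0.36 ± 0.11 (adjusted p = 0.0104, limma). Without DAS4 replicate 2, *bshC* was at -0.28 and did not pass the threshold (adjusted p = 0.113, limma), and neither did it with the authors' gene-level table at -0.32. Its adjusted p ranged from 0.00396 to 0.154 over the alternatives. The test of the difference separated the compounds for *bshC* (-2.07, adjusted p = 0.000294, limma) and *brxB* (-0.61, adjusted p = 0.00595, limma).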

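The CymR list of Table S2 holds 18 genes, with a median log2 ratio of 1.04 after allicin and 1.40 after DAS4 (adjusted p = 0.000851 and 0.000299 with fry). Single genes lay between 0.10 (*ssuC*) and 1.60 (*ssuD*) after allicin and between 0.05 (*cysK*) and 2.33 (*tcyL*) after DAS4. In limma, 17 genes were higher under each compound at an adjusted p under 0.05, and 17 also adjusted over the list alone. At least 3-fold higher in both replicates were 0 genes for allicin and 5 for DAS4, which are *cmoJ* and *tcyKLMN*. The genes of this list were named after their values were seen. As a list, these genes did not differ between the compounds at the threshold (adjusted p = 0.063 with fry). The difference passed with the replicate block (adjusted p = 0.0241), the slide block (0.0457), the authors' gene-level table (0.00541) and the median of the probes (0.0144), in a range up to 0.557 over the alternatives.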

The induction of the genes for BSH and Cys biosynthesis supports the depletion of these LMW thiols in *B. subtilis*.

Similarly, as shown for HOCl and diamide stress, allicin and DAS4 resulted in up-regulation of regulons controlled by the redox-sensitive regulators HypR YodB, CatR and HxlR in *B. subtilis* (Figure 2A,B, Tables S1 and S2). 

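The HxlR list of Table S2 holds *hxlA* and *hxlB*. Its median log2 ratio was 2.48 after allicin and 2.30 after DAS4 (adjusted p = 0.000443 and 0.000436 with fry), but it did not pass with camera (adjusted p = 0.0903 and 0.0965, the highest over the alternatives). For the lists of HypR (*hypR*, *hypO*) and CatR (*catD*, *catE*), the median DAS4 minus allicin difference was -0.76 (adjusted p = 0.0127 with fry) and -0.66 (adjusted p = 0.14 with fry). The HypR difference did not pass without allicin replicate 1 (adjusted p = 0.0518), allicin replicate 2 (0.0609), DAS4 replicate 1 (0.0624) or DAS4 replicate 2 (0.0523), with median centring (0.0593) or with camera (0.463), and its lowest adjusted p was 0.00815. The CatR difference passed with the slide block (adjusted p = 0.0457), in a range up to 0.374.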

The MarR/DUF24-family regulators HypR, YodB, and CatR were shown to sense HOCl, quinones, and diamide via conserved *N*-terminal Cys residues, while HxlR is more specific to control aldehydes detoxification [45,47,53,54,55,56]. Among the genes of the HypR, YodB, and CatR regulons, *hypR*, *hypO*, *azoR1, yodC*, and the *catDE* operon were most highly induced under allicin and DAS4 with log2-fold changes of 3.2–7.9 (Tables S1 and S2). 

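After allicin, the log2 fold changes were 7.81 ± 0.16 (SD, n = 2) for *azoR1* (BSU19230), 7.58 ± 0.35 for *catD* (BSU08230), 7.55 ± 0.37 for *catE* (BSU08240), 5.72 ± 0.01 for *hypR* (BSU40540) and 3.38 ± 0.19 for *hypO* (BSU07830). After DAS4, they were 7.26 ± 0.35 for *azoR1*, 6.86 ± 0.40 for *catD*, 6.96 ± 0.11 for *catE*, 5.71 ± 0.19 for *hypR* and 1.87 ± 0.14 for *hypO*. The gene *yodC* (BSU19550) holds the median of the YodB list under both compounds, with an SD between replicates of 0.05 and adjusted p = 1.07e-06 for allicin and 7.22e-07 for DAS4 in limma. The difference between the compounds passed the threshold for *hypO* (-1.51, adjusted p = 0.0014, limma). For *azoR1*, *catD* and *catE*, it did not (adjusted p = 0.062, 0.0591 and 0.0531, limma), but it passed under 4, 6 and 9 of the alternatives, down to 0.0217, 0.00862 and 0.0221 and up to 0.244, 0.251 and 0.208.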

The azoreductase AzoR1 and nitroreductase YodC function in diamide and quinone detoxification and could similarly contribute to allicin and polysulfane degradation [45,54]. 

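The log2 fold change of *hxlA* (BSU03460) was 2.44 ± 0.11 (SD, n = 2) after allicin and 2.20 ± 0.07 after DAS4, and that of *hxlB* (BSU03450) was 2.52 ± 0.14 and 2.39 ± 0.35. For *yraA* (BSU27020), it was 5.24 ± 0.03 and 5.07 ± 0.01. The largest adjusted p of these values was 2.6e-05 in limma. The difference between the compounds did not pass the threshold for *hxlA* (adjusted p = 0.201, limma), *hxlB* (0.677) or *yraA* (0.255), and none of these passed at an unadjusted p under 0.05.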

The aldehyde-sensing HxlR and AdhR regulons, including the *hxlAB* operon for formaldehyde fixation [56] and *yraA* encoding a DJ1-family cysteine protease [57], showed log2-fold changes of 2.5–5.2 under allicin and polysulfanes. We have shown that the *hypR_Sa_-merA* operon of *S. aureus* USA300 was most strongly up-regulated under HOCl, diamide, and allicin stress [19,58]. The NADPH-dependent flavin disulfide reductase MerA was shown to be involved in allicin detoxification and conferred protection against allicin stress [19]. The Rrf2-family regulator YwnA is a close homolog of HypR of *S. aureus* [58]. 

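In the allicin arrays, *ywnA* (BSU36630) had a log2 fold change of 4.84 ± 0.10 (SD, n = 2) and *ywnB* (BSU36620) one of 5.94 ± 0.09, with adjusted p = 2.4e-06 and 1.14e-06 in limma. In the DAS4 arrays, the values were 0.95 ± 0.40 and 2.02 ± 0.36 (adjusted p = 0.00125 and 2.61e-05 in limma). The DAS4 minus allicin difference of the list of both genes had a median of -3.91 (adjusted p = 0.00345 with fry), with -3.64 on the first slide and -4.17 on the second.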

Interestingly, *ywnA* and *ywnB*, encoding a *merA*-homologous flavin disulfide reductase, showed log2-fold changes of 4.6–6 in the allicin transcriptome of *B. subtilis* (Tables S1 and S2). This suggests similar functions of YwnB in allicin reduction in *B. subtilis*. 

In addition, allicin and DAS4 caused elevated transcription of the arsenate and copper responsive CzrA, ArsR, and CsoR regulons, controlling the metal ion efflux systems *czcDO*, *cadA*, *arsBC*, and *copZA* with log2-fold changes of 4.2–10.2 (Figure 2A,B, Tables S1 and S2) [59,60,61]. 

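After allicin, the log2 fold changes were 9.40 ± 0.12 (SD, n = 2) for *arsC* (BSU25780), 9.30 ± 0.02 for *arsB* (BSU25790), 8.94 ± 0.23 for *cadA* (BSU33490), 8.06 ± 0.12 for *czcD* (BSU26650), 7.92 ± 0.08 for *czcO* (BSU26640), 2.25 ± 0.05 for *copZ* (BSU33510) and 1.62 ± 0.32 for *copA* (BSU33500). After DAS4, they were 9.66 ± 0.58 for *arsC*, 9.68 ± 1.01 for *arsB*, 7.67 ± 0.12 for *cadA*, 4.53 ± 0.48 for *czcD*, 3.87 ± 1.08 for *czcO*, 6.54 ± 0.40 for *copZ* and 6.76 ± 0.38 for *copA*. In the control channel, 11 and 10 of the 12 *arsB* probes were above background for allicin and 9 and 6 for DAS4, and 5 and 7 of the 12 *czcO* probes for DAS4. The CzrA list was lower with DAS4 than with allicin (median difference -3.54, adjusted p = 0.00426 with fry), and the CsoR list was higher (4.72, adjusted p = 0.00345 with fry). The ArsR list did not differ at the threshold (adjusted p = 0.927 with fry). Without DAS4 replicate 1, *arsB* and *arsC* were higher with DAS4 (1.09 and 0.68, adjusted p = 0.00642 and 0.0332, limma), which they were not at the threshold with all arrays (adjusted p = 0.531 and 0.479) or under the other alternatives (up to 0.807 and 0.744).

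**Figure D3:**
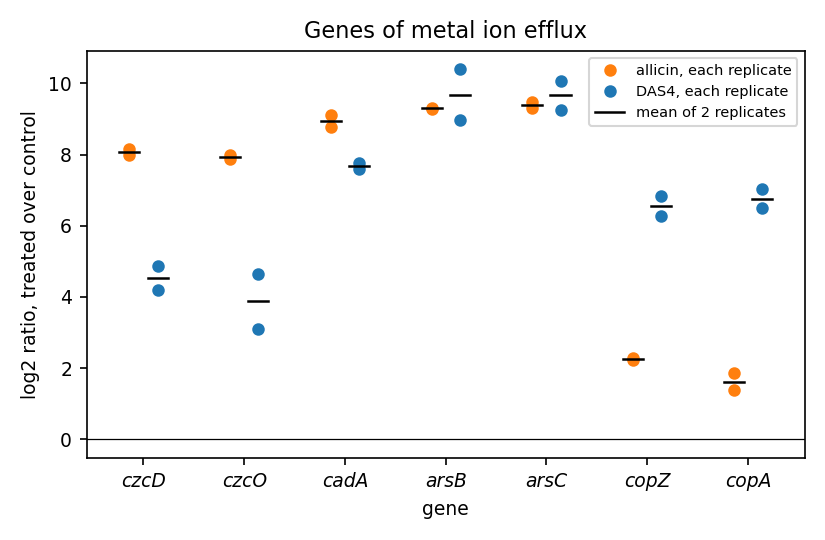
Log2 ratio of treated over control for 7 genes of metal ion efflux (horizontal axis). Points are the 2 replicates of allicin (orange) and DAS4 (blue) and black lines their means; the *czcD* and *czcO* points are lower and the *copZ* and *copA* points higher for DAS4 than for allicin.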

The metal binding Cys residues of the CzrA, ArsR, and CsoR repressors might be inactivated by *S*-thioallylation under allicin and DAS4 stress. 

Furthermore, the heat-shock CtsR regulon was highly induced under allicin and DAS4 treatment in *B. subtilis*. 

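All 11 genes of the CtsR list in Table S2 were higher after allicin and after DAS4 at an adjusted p under 0.05 in limma, and all 11 also adjusted over the list alone. At least 3-fold higher in both replicates were 11 genes for allicin and 9 for DAS4. The adjusted p of the list was 0.000107 for allicin and 0.000103 for DAS4 with fry.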

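The log2 fold change of *clpE* (BSU13700) was 9.30 ± 0.29 (SD, n = 2) after allicin and 9.71 ± 1.21 after DAS4. Its 15 probes were all above background in the control channel of replicate 1, but 12 of them in allicin replicate 2 and 7 in DAS4 replicate 2. The genes of the *ctsR* operon had values of 4.77 ± 0.16 and 5.29 ± 0.26 for *ctsR* (BSU00830), 4.99 ± 0.03 and 5.63 ± 0.52 for *mcsA* (BSU00840), 5.40 ± 0.22 and 5.96 ± 0.52 for *mcsB* (BSU00850), and 5.89 ± 0.33 and 6.44 ± 0.59 for *clpC* (BSU00860), allicin first. For *clpP* (BSU34540), they were 4.81 ± 0.04 and 4.75 ± 0.04, and for *clpX* (BSU28220) 2.12 ± 0.03 and 2.14 ± 0.10. The difference between the compounds passed the threshold for none of these 7 genes with all arrays in limma, and for 1 of them, *ctsR*, at an unadjusted p under 0.05 (adjusted p = 0.0534). Without DAS4 replicate 1, *ctsR* (adjusted p = 0.0362) and *clpE* (0.0107) were higher with DAS4, and with the replicate block *mcsB* (0.0339) and *clpC* (0.0348) were. With all arrays, *ctsR* also passed with the median of the probes (0.0401) and with probes above background in at least one channel (0.0448) or in both (0.0457). The values without DAS4 replicate 1 and with the replicate block are the lowest adjusted p over the alternatives, and the highest are 0.225 for *ctsR*, 0.88 for *clpE*, 0.697 for *mcsB* and 0.774 for *clpC*.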

CtsR controls the ATP-dependent Clp protease subunits encoded by the *ctsR-mcsA-mcsB-clpC* operon, *clpE, clpP*, and *clpX* (log2 fold-changes of 6–9.5). 

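For the HrcA regulon, the log2 fold changes after allicin were 3.84 ± 0.12 (SD, n = 2) for *groES* (BSU06020), 3.38 ± 0.15 for *groEL* (BSU06030), 3.22 ± 0.02 for *hrcA* (BSU25490), 2.99 ± 0.08 for *dnaK* (BSU25470), 2.70 ± 0.10 for *grpE* (BSU25480) and 0.62 ± 0.04 for *dnaJ* (BSU25460). After DAS4, they were 3.44 ± 0.09 for *hrcA*, 2.68 ± 0.12 for *groEL*, 2.35 ± 0.10 for *dnaK*, 1.26 ± 0.04 for *groES*, 1.15 ± 0.01 for *grpE* and 0.66 ± 0.05 for *dnaJ*. The list had a median log2 ratio of 3.11 after allicin and 1.81 after DAS4 (adjusted p = 6.51e-05 and 9.73e-05 with fry), and it was lower with DAS4 (median difference -0.67, adjusted p = 0.00426 with fry). With camera, that difference did not pass (adjusted p = 0.092, in a range from 0.00423). Of the single genes, *groES* (-2.58), *grpE* (-1.55), *groEL* (-0.69) and *dnaK* (-0.64) were lower with DAS4 at an adjusted p under 0.05 in limma. For *groEL*, this did not hold without allicin replicate 2 (adjusted p = 0.102, the highest over the alternatives) or without DAS4 replicate 1 (0.0849), and for *dnaK* not with the median of the probes (0.202, the highest) or the authors' gene-level table (0.161).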

The HrcA regulon, regulating heat-specific chaperones of the *dnaJK-grpE-hrcA* and *groESL* operons, was also up-regulated by allicin and DAS4 (log2 fold changes of ~2.7–4) (Figure 2A,B, Tables S1 and S2). The formation of non-native disulfide bonds by large scale *S*-thioallylation of protein thiols results in an impairment of protein homeostasis and a heat shock response, as shown also in *E. coli* [7]. Moreover, allicin caused the depletion GSH and protein thiols in *E. coli*, *S. aureus*, and eukaryotic cells [7,19,20,26].

Allicin and DAS4 are reactive sulfur species (RSS), and their degradation leads to formation of other RSS, such as allyl thiols, allyl persulfides, and H_2_S [3,5,62]. Thus, allicin and DAS4 might also cause induction of RSS-specific regulons, such as sulfur transferases. 

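Among the genes of the *yrkEFHIJ* group, the log2 fold change after allicin was 9.78 ± 0.47 (SD, n = 2) for *yrkI* (BSU26500), 9.60 ± 0.05 for *yrkF* (BSU26530), 9.58 ± 0.03 for *yrkE* (BSU26540), 8.42 ± 0.67 for *yrkH* (BSU26510) and 5.52 ± 0.77 for *yrkJ* (BSU26490). After DAS4, it was 10.34 ± 0.54 for *yrkI*, 9.59 ± 1.14 for *yrkF*, 8.88 ± 0.38 for *yrkE*, 8.90 ± 1.32 for *yrkH* and 4.41 ± 0.83 for *yrkJ*. Before treatment, several of these transcripts were near background. For *yrkI*, 0 and 1 of 3 probes were above background in the control channel of the allicin replicates and 1 and 0 in those of DAS4. For *yrkF*, these were 4 and 1 of 7 probes for allicin and 5 and 3 for DAS4, and for *yrkE* 3 and 1 of 6 for allicin and 3 and 3 for DAS4. Over the alternatives, *yrkI* lay between 9.03 and 10.11 for allicin and between 9.20 and 10.73 for DAS4. The largest adjusted p of the 5 genes was 5.48e-05 in limma. The difference between the compounds passed the threshold for none of them in limma, and for 1 of them, *yrkE*, at an unadjusted p under 0.05 (adjusted p = 0.0846). Under single alternatives, *yrkE* and *yrkJ* were lower with DAS4 in limma, with adjusted p from 0.0413 (replicate block) to 0.854 for *yrkE* and from 0.00262 (slide block) to 0.439 for *yrkJ*, which also passed with median centring (0.0323) and without DAS4 replicate 2 (0.0427). The direction for *yrkF* depended on the array left out, with a difference of 0.79 without DAS4 replicate 1 and -0.82 without DAS4 replicate 2 (adjusted p = 0.0399 and 0.0376, in a range up to 0.997 over the alternatives, limma).

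**Figure D4:**
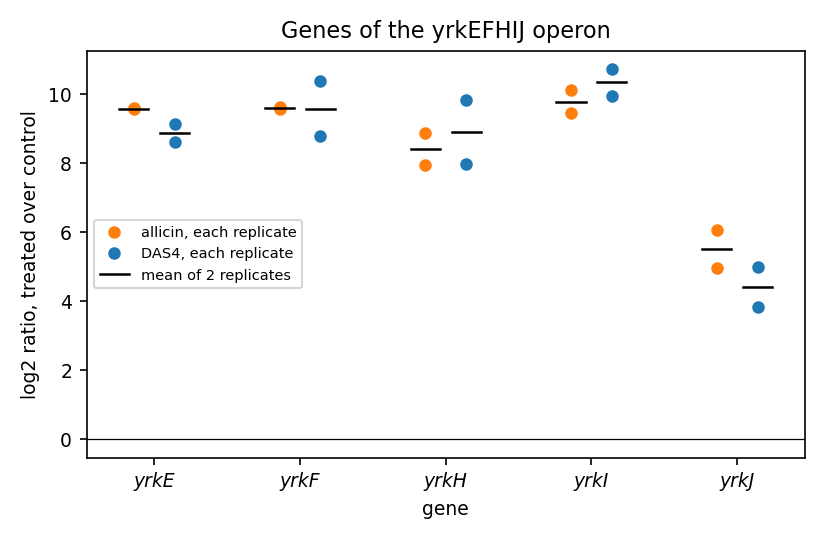
Log2 ratio of treated over control for the 5 genes of the *yrkEFHIJ* group (horizontal axis). Points are the 2 replicates of allicin (orange) and DAS4 (blue) and black lines their means, with *yrkJ* lowest under both compounds.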

Interestingly, we noted the very strongly induced *yrkEFHIJ* operon, exhibiting log2-fold changes of 6.5–11 under allicin and DAS4 (Figure 2A,B, Tables S1 and S2). The *yrkE* gene encodes a putative sulfur transferase, the *yrkFJ* genes share homology to genes encoding sulfur carrier protein subunits of the TusA family, and *yrkJ* could encode a sulfonate uptake permease. Thus, this *yrkEFHIJ* operon could function as novel sulfur-specific uptake and degradation operon. This sulfur-specific operon is connected to the YrkP regulon consisting of the *yrkON,* *yrkPQR*, and *ykcBC* operons, which are also weakly up-regulated by garlic sulfur compounds (log2 fold change of 1–2). 

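After allicin, the log2 fold changes were 2.12 ± 0.0039 (SD, n = 2) for *yrkN* (BSU26450), 1.96 ± 0.16 for *ykcC* (BSU12890), 1.57 ± 0.11 for *yrkO* (BSU26440), 1.40 ± 0.21 for *ykcB* (BSU12880), 1.30 ± 0.20 for *yrkP* (BSU26430), 0.88 ± 0.11 for *yrkR* (BSU26410) and 0.73 ± 0.19 for *yrkQ* (BSU26420). After DAS4, they were 2.27 ± 0.13 for *ykcC*, 1.72 ± 0.28 for *yrkO*, 1.56 ± 0.39 for *yrkN*, 1.28 ± 0.08 for *ykcB*, 1.27 ± 0.07 for *yrkP*, 1.06 ± 0.02 for *yrkR* and 0.75 ± 0.04 for *yrkQ*. All 9 genes of the YrkP list were higher under both compounds in limma, and all 9 adjusted over the list alone. For *ykcB*, 4 and 6 of 11 probes were above background in the control channel for allicin and 4 and 9 for DAS4. None of the 7 genes differed between the compounds at the threshold in limma, and 1 of them, *yrkN*, did at an unadjusted p under 0.05 (difference -0.56, adjusted p = 0.0662). Without DAS4 replicate 2, *yrkN* passed (-0.84, adjusted p = 0.0157), in a range up to 0.411.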

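The LexA list of Table S2 holds 28 genes, with a median log2 ratio of 1.18 after allicin and 1.74 after DAS4 (adjusted p = 0.000107 and 8.82e-05 with fry). In limma, 27 genes were higher under each compound at an adjusted p under 0.05, and adjusted over the list alone 27 were higher after allicin and 28 after DAS4. At least 3-fold higher in both replicates were 10 genes for allicin and 15 for DAS4. The difference between the compounds did not pass fry (adjusted p = 0.0561), but it passed with the replicate block (0.0113) and with the authors' gene-level table (0.0401), in a range up to 0.566.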

Apart from these thiol-stress responses, allicin and DAS4 caused the induction of the SOS response LexA regulon, revealing a DNA damage response in *B. subtilis*. Increased transcription of the SigD and SigM regulons in response to allicin and DAS4 stress was further noted. 

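The SigD list of Table S2 holds 62 genes, with a median log2 ratio of 1.15 after allicin and 2.15 after DAS4, and the SigM list holds 37 genes, with 0.58 and 2.70. For SigD, 51 genes were higher after allicin and 62 after DAS4 at an adjusted p under 0.05 in limma. For SigM, 24 were higher and 5 lower after allicin, and 37 were higher after DAS4. The lower genes were *amj*, *bcrC*, *fatR*, *murB* and *yebC*, named after their values were seen except for *fatR*. These counts were the same adjusted over the list alone. The SigM list after allicin passed fry with all arrays (adjusted p = 0.00683) but not without allicin replicate 1 (0.0626) or without allicin replicate 2 (0.0663, the highest over the alternatives). With only the 2 allicin arrays, the SigD list did not pass for allicin (adjusted p = 0.0649, the highest over the alternatives, against 0.000654 with all arrays). Both lists were higher with DAS4 than with allicin, with a median difference of 1.08 for SigD (adjusted p = 0.00705 with fry) and 2.93 for SigM (adjusted p = 0.00345 with fry). The SigD difference did not pass without DAS4 replicate 1 (0.053, the highest over the alternatives) or without DAS4 replicate 2 (0.0523).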

The SigD regulon controls motility and chemotaxis, and was previously induced under disulfide stress [27]. The SigM regulon was shown to respond to cell wall antibiotics, ethanol, heat, acid, and superoxide stress [63]. In addition, we noticed that the carbon catabolite control CcpA regulon responds moderately to allicin and more strongly to DAS4 stress, which could point to the utilization of allicin or its degradation products allyl thiols as alternative carbon sources (Figure 2A,B, Tables S1 and S2). 

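The CcpA list of Table S2 holds 130 genes, with a median log2 ratio of 0.96 after allicin and 1.90 after DAS4. At an adjusted p under 0.05 in limma, 111 were higher and 4 lower after allicin, and 128 were higher after DAS4, with the same counts adjusted over the list alone. The lower genes were *cimH*, *kdgA*, *odhB* and *rbsK*, the first 3 of them named after their values were seen. At least 3-fold higher in both replicates were 38 genes for allicin and 70 for DAS4. The median DAS4 minus allicin difference was 0.56 (adjusted p = 0.00345 with fry), with 0.63 on the first slide and 0.53 on the second. In the test of single genes, 78 were higher and 8 lower with DAS4.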

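After DAS4, the log2 fold change was 6.72 ± 0.03 (SD, n = 2) for *rbsC* (BSU35950), 6.32 ± 0.01 for *rbsB* (BSU35960), 4.59 ± 0.98 for *rbsA* (BSU35940), 1.91 ± 0.37 for *rbsD* (BSU35930), 1.24 ± 0.02 for *rbsK* (BSU35920) and -1.05 ± 0.18 for *rbsR* (BSU35910). After allicin, it was 3.18 ± 0.29 for *rbsB*, 2.46 ± 0.47 for *rbsC*, -0.65 ± 0.19 for *rbsK* and -0.91 ± 0.09 for *rbsR*. For *rbsD*, the value after allicin was -0.07 ± 0.0045 (adjusted p = 0.62, limma). For *rbsA*, it was 0.67 ± 0.06 (adjusted p = 0.0804, limma). The value of *rbsA* after allicin passed the threshold without DAS4 replicate 1 or DAS4 replicate 2 (adjusted p = 0.00109 for each, limma), with the allicin arrays alone (0.00205), with the authors' gene-level table (0.00425) and with the median of the probes (0.00221), in a range up to 0.277 over the alternatives. In DAS4 replicates 1 and 2, *rbsA* stood at 3.90 and 5.28. All of these genes except *rbsR* were higher with DAS4 than with allicin (largest adjusted p = 0.00109, limma).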

Of note was particularly the *rbsRKDACB* operon, that encodes the ribose uptake ABC transporter with log2 fold-changes of >6 for *rbsA, rbsB*, and *rbsC*. In conclusion, allicin and DAS4 lead to a very similar thiol-specific oxidative, disulfide and sulfur stress response and protein damage in *B. subtilis*, which is comparable to the disulfide stress responses caused by other thiol-reactive compounds, such as diamide and HOCl. These transcriptomics signatures for allicin and DAS4 are in agreement with their main mode of actions to impair the thiol-redox homeostasis by *S*-thioallylation of LMW and protein thiols [7,9,19].

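On the arrays, the genes that passed the 3-fold rule in both replicates of both compounds made up 77% of the genes higher after allicin and 63.8% of those higher after DAS4. Of the genes lower after allicin and after DAS4, 68.4% and 57.2% were shared. In opposite directions, 2 genes were at least 3-fold lower after allicin and higher after DAS4 in both replicates. These are *yjbC* (BSU11490), at -2.21 after allicin and 2.70 after DAS4 on the log2 scale, and *murB* (BSU15230), at -2.08 and 1.82, the latter named after its values were seen. From the rise of the OhrR, PerR, Spx, HypR, YodB and CatR regulons, of the metal efflux and CtsR regulons and of the *yrkEFHIJ* operon under both compounds, the paper reasons that allicin and DAS4 cause a thiol-specific oxidative, disulfide and sulfur stress response with protein damage, and it concludes that the responses to both are very similar.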

### 3.3. Allicin and DAS4 Lead to Widespread S-Thioallylation of Total 108 Proteins in B. subtilis 

Allicin has been previously shown to modify numerous cytoplasmic proteins by *S*-thioallylations in *E. coli*, *S. aureus* and human Jurkat cells [7,19,26]. Here, we were interested to identify the targets of *S*-thioallylation in the proteome of *B. subtilis*. We used Orbitrap LC-MS/MS analysis to investigate the *S*-thioallylome in *B. subtilis* after exposure to 90 µM allicin and 92 µM DAS4 stress. *S*-thioallylated proteins were identified by a mass increase of 72 Da at Cys peptides (Tables S3–S6). Both allicin and DAS4 resulted in a large extent of 108 *S*-thiolated proteins in the proteome. While 89 Cys residues in 79 proteins were *S*-thioallylated by allicin, DAS4 treatment resulted in *S*-thioallylation of 76 Cys residues in 66 proteins. The majority of 53 Cys residues in 44 proteins were modified by both allicin and DAS4. The *S*-thioallylated proteins were allocated to functional categories based on TIGRfam annotation in *B. subtilis*, such as information processing (e.g., transcription, protein synthesis), biosynthesis of amino acids, cofactors and nucleotides, energy metabolism, and adaptation to environmental changes (Table S4). The targets for *S*-thioallylations by allicin or DAS4 were color-coded in the Voronoi proteome treemap based on the abundance of detected *S*-thioallylated peptides using spectral counts (Figure 3 and Figure 4). 

In total, we could quantify about 1137 proteins using spectral counts with the Proteome software Scaffold in the proteome of allicin and DAS4-treated cells of *B. subtilis* (Table S5). The most abundantly *S*-thioallylated proteins under allicin and DAS4 stress were protein translation factors (TufA, FusA, Tsf), the surfactin synthetase subunits (SurfAA, SurfAB) and enzymes for amino acid biosynthesis, such as methionine (MetE, YxjG, YitJ, MetI, MtnA, MtnK), arginine (AspB, ArgG, ArgJ, ArgF, CarB), glutamine (GlnA), serine (SerA), and aromatic amino acids (AroA) (Tables S3–S6). Among these, TufA, FusA, and MetE were modified at their conserved Cys residues, e.g., Cys83 of TufA, Cys239 of FusA, and Cys719/Cys730 of MetE. This indicates that reactive garlic compounds target most strongly abundant thiol-containing proteins with conserved Cys-residues. Interestingly, TufA, FusA, and GlnA were also *S*-thioallylated at the same conserved Cys residues in the allicin proteome of *S. aureus* [19]. In addition, proteins involved in nucleotide biosynthesis, such as purine and pyrimidine biosynthetic enzymes (PurB, PurC, PurF, PyrAB), the IMP dehydrogenase GuaB, and the manganese-dependent inorganic pyrophosphatase PpaC were *S*-thioallylated by allicin and DAS4 in *B. subtilis*. GuaB and PpaC were previously identified as allicin targets in the proteome of *S. aureus* [19]. In *B. subtilis,* GuaB and PpaC were *S*-thioallylated at their conserved redox-sensing active sites Cys308 and Cys158, respectively. 

Overall, TufA, MetE, YxjG, GuaB, SerA, and PpaC were modified at their redox-sensitive Cys residues by allicin and DAS4, which were previously identified as targets for *S*-bacillithiolation under HOCl stress in *B. subtilis* (Tables S3–S6) [27,30,31]. The allicin and DAS4 targets included the peroxiredoxin AhpC and the methionine sulfoxide reductase MsrB, which were *S*-thioallylated at conserved Cys residues. In conclusion, the reactive sulfur compounds of garlic allicin and polysulfides modify largely conserved redox-sensitive active site Cys residues in the proteomes of *S. aureus* and *B. subtilis*. 

However, we did not find *S*-thioallylated redox-sensitive regulators in our proteome dataset using the shotgun proteomics approach, which might be related to their low abundance in the proteome. Based on our transcriptome results, allicin and DAS4 resulted in strong induction of the OhrR, HypR, YodB, and CatR regulons in *B. subtilis*, which are controlled by redox-sensing MarR/OhrR-type and MarR/DUF24 family regulators. Thus, we were interested whether these MarR-type repressors sense garlic compounds by *S*-thioallylation. We used immunoprecipitation to pull-down OhrR-FLAG protein with anti-FLAG agarose from cell extracts of allicin-treated *B. subtilis* strain HB9121. Allicin-treated cell extracts of *B. subtilis* 168 were used to pull-down HypR, YodB, and CatR proteins with polyclonal antibodies. 

Orbitrap mass spectrometry of the IP samples enabled the identification of conserved redox-sensing Cys residues as modified by *S*-thioallylation for OhrR (Cys15), HypR (Cys14), and CatR (Cys7) (Tables S3–S6). For the YodB-repressor, only Cys101 was *S*-thioallylated, but the *N*-terminal redox-sensitive Cys6 peptide could not be identified. Thus, our results confirm that the redox-sensitive MarR-type repressors OhrR, CatR, and HypR sense allicin by *S*-thioallylation, resulting in repressor inactivation and induction of the peroxidiredoxins (OhrA) and flavin disulfide reductases (HypO) that might function in allicin detoxification in *B. subtilis*. Similarly, the MarR/SarA family regulators MgrA, SarA, and SarS were previously shown to be *S*-thioallylated by allicin and MgrA was *S*-sulfhydrated at the redox-sensing Cys12 in response to H_2_S in the proteome of *S. aureus* [19,64]. Overall, we have identified 108 *S*-thioallylated proteins in the proteome of *B. subtilis* in response to allicin and DAS4 stress. These contain 42 Cys peptides with conserved Cys residues as revealed by the conserved domain database (Table S4). Thus, the main targets for *S*-thioallylations in *B. subtilis* are translation elongation factors (TufA, Tsf, FusA), redox-sensing MarR-type regulators (OhrR, HypR, CatR), many biosynthetic enzymes (GuaB, MetE, YxjG, SerA, PpaC), and antioxidant enzymes (AhpC, MsrB) that harbor conserved active site Cys residues and overlap strongly with the allicin targets in the proteome of *S. aureus* [19]. 

### 3.4. The LMW Thiol Bacillithiol and the Redox-Sensitive Regulators OhrR, HypR, and Spx Functions in the Defense of B. subtilis Against Allicin Stress

Next, we were interested whether the LMW thiol BSH and the antioxidant enzymes controlled by redox-sensitive regulators OhrR, HypR, and Spx provide protection against allicin stress in *B. subtilis*. Thus, growth curves of the *bshA*, *ohrA*, *hypR*, and *spx* mutants were monitored compared to the wild type after exposure to sub-lethal 90 µM allicin stress. Allicin resulted in a short lag of growth for 60 min in the wild type, followed by fast resumption of growth with the same growth rate as untreated control cells. In contrast, the *bshA* mutant was impaired in growth after exposure to 90 µM allicin (Figure 5A). Treatment of the *ohrA* and *hypR* mutants with 90 µM allicin also led to a reduced growth rate and delayed resumption of growth after 180 min (Figure 5B,C). Thus, the LMW thiol BSH, the OhrR and HypR regulons provide protection against allicin toxicity in *B. subtilis*, possibly by detoxification of allicin. The *spx* mutant displayed a reduced growth rate even under non-stress conditions and was unable to grow with 90 µM allicin compared to the wild type (Figure 5D). These results indicate a role of the Spx regulon to combat thiol-stress provoked by allicin in *B. subtilis*.

## 4. Discussion

The antimicrobial and toxic effects of garlic can be attributed to the thiosulfinate allicin and diallyl polysulfanes of different sulfur chain length, which are generated during damage, heating, or aging of garlic tissues [5]. The antimicrobial mode of action of garlic-derived reactive sulfur compounds is mainly caused by its thiol-reactivity and depletion of the reduced thiol pool, including LMW thiols (GSH, BSH) and protein thiols. Allicin and diallyl polysulfanes react with LMW thiols via *S*-thioallylation, as demonstrated in the thiol-metabolomes of *E. coli*, *B. subtilis*, *S. aureus*, yeast, and human Jurkat cells [5,7,9,19,20,26]. However, the comparative mode of actions of allicin and polysulfanes as degradation products have not been studied in bacteria. It was further interesting to investigate whether allicin and polysulfanes modify similar protein targets by *S*-thioallylation. Thus, we used global transcriptomics and proteomics approaches to investigate in more detail the mode of action and targets for *S*-thioallylation in *B. subtilis* by both allicin and DAS4 in comparison. Using pulldown assays, we identified *S*-thioallylations at the redox-sensing Cys residues of the MarR-type repressors OhrR, HypR, CatR, and YodB as redox-sensing mechanisms under allicin stress leading to up-regulation of the corresponding redox regulons in the transcriptome. Phenotype analyses of mutants revealed potential roles of BSH, OhrA, HypR, and Spx in protection against allicin toxicity in *B. subtilis*. These results revealed new roles for the thiol-specific OhrA, HypR, and Spx regulons in protection under allicin stress.

Using microarrays, we could show that allicin and DAS4 cause a similar transcriptome signature, which is indicative of a strong oxidative, disulfide, and sulfur stress response in *B. subtilis*. The transcriptome comparison between the allicin and DAS4 responses in *B. subtilis* revealed similar high inductions of most thiol-stress response regulons, such as OhrR, PerR, HypR, Spx, CatR, YodB, and AdhR. In addition, allicin and DAS4 provoked a strong metal stress response and protein unfolding due to disulfide formation as shown by the induction of the ArsR, CzrA, CsoR, and CtsR regulons. Due to related transcriptome signatures, we can conclude that allicin and DAS4 show similar thiol-reactivities in *B. subtilis*. The allicin and DAS4 thiol-stress signatures overlap strongly with the transcriptome response of *B. subtilis* under HOCl stress, which causes *S*-bacillithiolation in the proteome [27,30,31]. In addition, allicin caused strong inductions of the related redox regulons controlled by HypR, PerR, QsrR, CsoR, and CstR in the RNAseq transcriptome of *S. aureus* [19], showing similar disulfide and metal stress responses as well as protein damage by allicin in both bacteria.

However, while the HypR-controlled flavin disulfide reductase *merA* gene was most strongly up-regulated under allicin and HOCl in *S. aureus* [19,58], the top scorer was the OhrR-regulated *ohrA* gene in *B. subtilis* under allicin, DAS4 and HOCl stress [27]. In *S. aureus*, we used NADPH coupled assays in vitro and phenotype analyses of the *merA* mutant in vivo to reveal an important function of MerA as allicin reductase as novel mechanism for allicin detoxification [19]. Since the *ohrA* mutant was impaired in growth under allicin stress, the peroxiredoxin OhrA could play a similar role in allicin reduction in *B. subtilis*. Moreover, the Spx and HypR regulators of *B. subtilis* control several putative thiol-disulfide oxidoreductases and flavoenzymes, which are highly up-regulated in the transcriptome (e.g., *nfrA*, *yugJ*, *ywcH*, *yjbH*, and *hypO*). In addition, *hypR* and *spx* mutants showed strong sensitivity towards allicin stress. These results suggest that HypR- and Spx-controlled oxidoreductases could also function in allicin detoxification, which remains to be investigated.

The decomposition of allicin and polysulfanes results in the formation of other RSS, including allyl thiols, allyl persulfides, and H_2_S [3,5,62]. Thus, the RSS-responsive CstR regulon was highly induced in the allicin transcriptome of *S. aureus* [19], including the *cstAB* operon that encodes for a thiosulfate sulfurtransferase and persulfide dioxygenase-sulfurtransferase [65,66,67,68,69]. In *B. subtilis*, no related RSS-specific detoxification mechanism is known. Interestingly, the *yrkEFHIJ* operon was highly induced by allicin and DAS4 in *B. subtilis* encoding for a sulfur transferase (*yrkE*) and TusA-like sulfur carrier proteins (*yrkFJ*) which could function in RSS detoxification. Overall, the transcriptome signatures of allicin and DAS4 indicate that both garlic compounds cause strong thiol-specific oxidative, metal, and sulfur stress responses, as well as protein damage in *B. subtilis* and *S. aureus* [19].

The protein damage response by allicin and DAS4 is caused by their *S*-thioallylation of protein thiols and LMW thiols, leading to depletion of the total cellular thiol pool. Widespread protein *S*-thioallylations have been mapped in previous studies and this study using shotgun proteomics in the *E. coli*, *S. aureus*, *B. subtilis*, and human Jurkat cell proteomes [7,19,26]. *S*-thioallylation of proteins leads to loss of protein functions as shown for selected targets, such as GapDH, cysteine protease papain, alcohol dehydrogenases, enolase, and isocitrate lyase in vitro [7,8,19,26].

In the *S. aureus* allicin proteome, 57 proteins were modified by *S*-thioallylations, which include mostly abundant proteins involved in protein translation (EF-Tu, EF-Ts, RpsB, RpmG2), biosynthetic enzymes for nucleotides, and amino acids (GlnA, AldA, GuaB) and antioxidant enzymes (KatA, Tpx, BrxA, MsrB) [19]. Among these, 37 proteins were modified at their redox-sensing active sites or conserved Cys residues indicating that garlic compounds target mainly redox-sensitive thiols [19]. In the *B. subtilis* allicin and DAS4 proteome, 108 *S*-thioallylated proteins were identified with similar functions in protein translation, the biosynthesis of nucleotides and amino acids, and detoxification of reactive oxygen species (ROS). These targets for *S*-thioallylations included 44 proteins that were modified at conserved Cys residues. Some redox-sensitive proteins are conserved targets for *S*-thioallylation by allicin in *B. subtilis* and *S. aureus*, such as Ef-Tu, EF-Ts, GlnA, GuaB, PpaC, MsrB, and GltX [19].

In addition, the targets for *S*-thioallylations under allicin stress overlap with those proteins *S*-bacillithiolated under HOCl stress in *B. subtilis* and *S. aureus*. These data support that garlic compounds target mostly redox-sensitive active sites [19,27,30,31,35,70,71]. The conserved *S*-thiolated proteins by HOCl and garlic disulfides are mainly metabolic enzymes, such as MetE, YxjG, GuaB, AldA, PpaC, and SerA, that are most likely redox-regulated and protected by *S*-thioallylation at their active site Cys residues [31]. In support of this, several redox-sensitive MarR-type regulators are among the main targets for *S*-thioallylation in both bacteria, such as SarA, MgrA, SarR, and SarH1 in *S. aureus* [19,72] and OhrR, HypR, CatR, and YodB in *B. subtilis*. Most of these MarR-type regulators were *S*-thioallylated at their redox-sensing Cys, leading to repressor inactivation (OhrR, CatR, YodB) or activation of HypR and up-regulation of the corresponding regulons. The redox-regulation of OhrR, HypR, CatR, and YodB due to *S*-thioallylation and induction of the corresponding regulons in the transcriptome was demonstrated in this study.

## 5. Conclusions

Altogether, our study revealed that allicin and DAS4 cause widespread *S*-thioallylation of many abundant proteins with conserved Cys residues, but also lower abundant redox-sensitive transcriptional regulators. Thus, *S*-thioallylation functions in thiol-protection and redox-regulation in bacteria to facilitate the recovery of growth and survival by induction of detoxification pathways. Our transcriptome and proteome studies further revealed that both allicin and DAS4 induce similar thiol-specific stress responses and hence exert similar thiol-reactivities on redox-sensitive Cys residues. Thus, allicin and polysulfanes can be applied as efficient thiol-reactive antimicrobials.

## Figures and Tables

**Figure 1:**
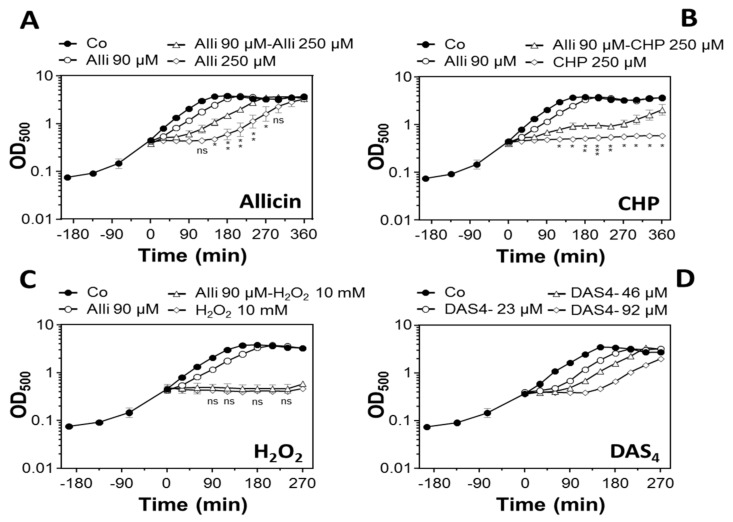
Growth curves of *B. subtilis* 168 wild type with different doses of allicin and DAS4 and allicin priming experiments for improved allicin and cumene hydroperoxide (CHP) resistance. (**A**) For allicin priming experiments, *B. subtilis* 168 was grown in Belitsky minimal medium (BMM) to an OD_500_ of 0.4 and exposed to 90 µM allicin for 30 min before subsequent treatment with the higher dose of 250 µM allicin. The growth was improved in the allicin-primed cells compared to non-primed cells, which were treated only with 250 µM allicin. (**B**) For allicin-CHP cross priming experiments, allicin-primed cells were exposed subsequently to lethal 250 µM CHP stress. Growth was improved in allicin-primed cells compared to non-primed cells. (**C**) For allicin-H_2_O_2_ cross priming, allicin-primed cells were treated with lethal 10 mM H_2_O_2_, but allicin priming did not improve growth. (**D**) *B. subtilis* 168 was exposed to different doses of 23, 46, and 92 µM DAS4 leading to different lag phases in growth and recovery after different times. The results are from three biological replicates. Error bars represent the standard deviations (SD) and the statistics was calculated using the Student’s unpaired two-tailed t-test by the GraphPad Prism software. The *p*-values for Alli 90 µM-Alli 250 µM versus Alli 250 µM (A) are *p* = 0.07 at 120 min; *p* = 0.026 at 150 min; *p* = 0.004 at 180 min; *p* = 0.005 at 210 min; *p* = 0.007 at 240 min; *p* = 0.032 at 270 min. For Alli 90 µM-CHP 250 µM versus CHP 250 µM (B), the *p*-values are *p* = 0.015 at 120 min; *p* = 0.013 at 150 min; *p* = 0.0036 at 180 min; *p* = 0.0009 at 210 min; *p* = 0.061 at 240 min; *p* = 0.0165 at 270 min. Symbols are ^ns^ *p* > 0.05, * *p* ≤ 0.05, ** *p* ≤ 0.01, and *** *p* ≤ 0.001.

**Figure 2:**
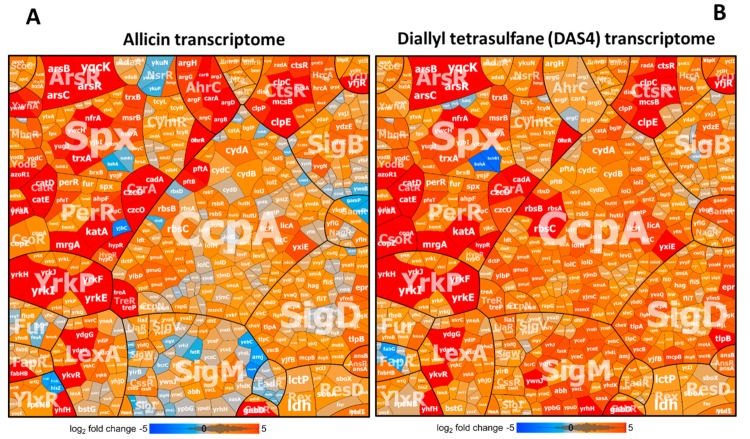
Allicin and DAS4 cause a strong thiol-specific oxidative and sulfur stress response in the transcriptome of *B. subtilis*, as revealed in the Voronoi transcriptome treemaps. The transcriptome treemap visualizes the log2 fold-changes in *B. subtilis* 168 cells in response to 90 µM allicin (**A**) and 92 µM DAS4 (**B**) as compared to the untreated controls. Genes are classified into operons and regulons based on RegPrecise and Subtiwiki databases. Log2 fold changes of gene expressions are indicated by the red–blue color code (red induction, blue repression) under allicin and DAS4 stress. Allicin and DAS4 both provoke a thiol-specific oxidative stress signature, as revealed by up-regulation of the OhrR, PerR, Spx, HypR, YodB, CatR, CtsR, and CymR regulons. The metal sensing CsoR, ArsR, and CzrA regulons were further induced. All fold-changes of gene expressions were quantified using microarrays and the data is listed in Tables S1 and S2.

**Figure 3:**
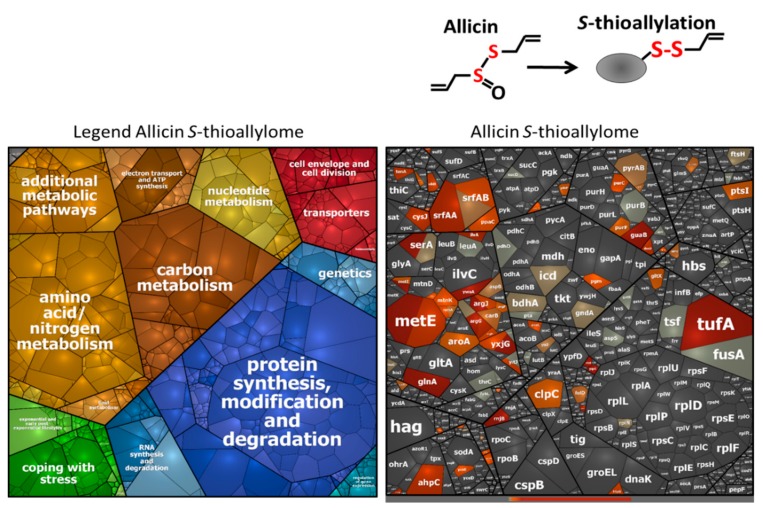
Allicin leads to *S*-thioallylation of 79 proteins in the *B. subtilis* proteome. Cytoplasmic protein extracts from allicin-treated *B. subtilis* cells were subjected to shotgun LC-MS/MS analysis for identification of 79 *S*-thioallylated proteins, which showed a mass increase of 72 Da at Cys residues. The treemap is based on protein abundances of all proteins identified and quantified in the proteome by spectral counting using the Scaffold proteome software. The cell size indicates the protein abundance. Proteins were allocated into functional categories based on TIGRfam annotation. *S*-thioallylated proteins are labelled using a red–grey color gradient based on the spectral counts of their *S*-thioallylated Cys peptides and are listed in Tables S3–S6. Among the most abundant *S*-thioallylated proteins by allicin are translation elongation factors (Tuf, Tsf, FusA), surfactin synthetase (SrfAA, SrfAB), and biosynthetic enzymes for amino acids (MetE, YxjG, MetI, AroA, ArgJ, CarB, GlnA) and nucleotides (GuaB, PpaC, PurB, PyrAB).

**Figure 4:**
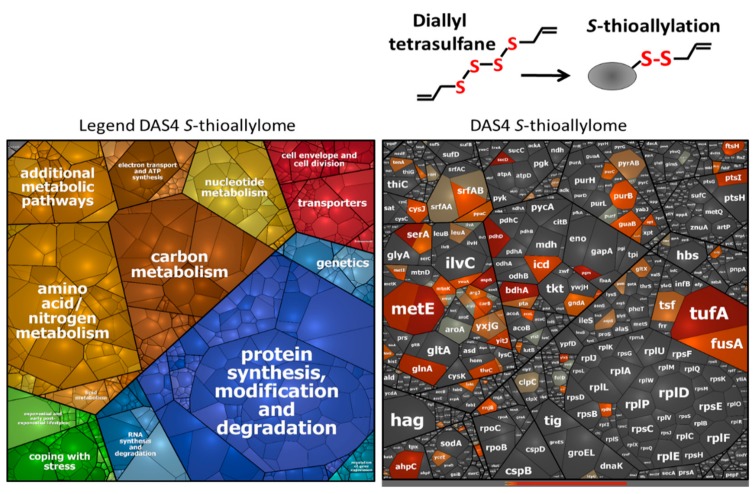
DAS4 causes *S*-thioallylation of 66 proteins in the *B. subtilis* proteome. Cytoplasmic protein extracts from DAS4-treated *B. subtilis* cells were subjected to shotgun LC-MS/MS analysis for identification of 66 *S*-thioallylated proteins. The treemap is based on protein abundances indicated by the cell sizes. Proteins were classified by TIGRfam annotations. *S*-thioallylated proteins are labelled using a red–grey color gradient based on the spectral counts of their *S*-thioallylated Cys peptides and are listed in Tables S3–S6. The most abundant *S*-thioallylated proteins by DAS4 include also translation elongation factors (Tuf, Tsf, FusA), surfactin synthetase (SrfAA, SrfAB), and biosynthetic enzymes for amino acids (MetE, YxjG, MetI, AroA, ArgJ, CarB, GlnA) and nucleotides (GuaB, PpaC, PurB, PyrAB).

**Figure 5:**
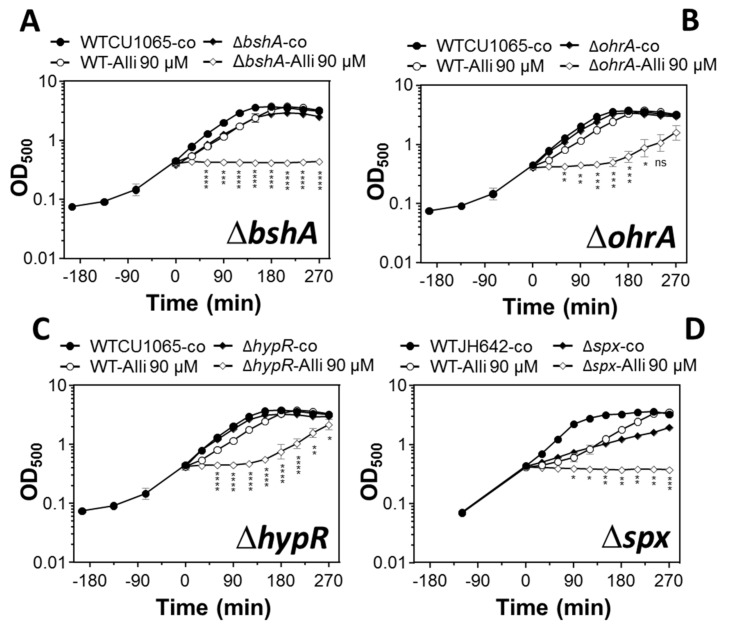
The *bshA*, *ohrA*, *hypR*, and *spx* mutants show growth defects under allicin stress in *B. subtilis*. Growth curves were monitored for the *B. subtilis* wild type (WT), the *bshA* (**A**), *ohrA* (**B**), *hypR* (**C**), and *spx* mutants (**D**) before and after treatment with 90 µM allicin stress. The strains were cultivated in BMM and exposed to allicin at an OD_500_ of 0.4 All mutants were impaired in growth under allicin stress. The results are from 3 biological replicates. Error bars represent the SD. The statistics was calculated using a Student’s unpaired two-tailed t-test by the GraphPad Prism software. The *p*-values are *p* < 0.0001 at 120–270 min in (A); *p* < 0.001 at 120–180 min in (B), *p* < 0.0001 at 60–210 min in (C), and *p* < 0.01 at 150–240 min in (D). Symbols are ^ns^ *p* > 0.05, * *p* ≤ 0.05, ** *p* ≤ 0.01, *** *p* ≤ 0.001, and **** *p* ≤ 0.0001.

## Supplementary Materials

The following files are available online at https://www.mdpi.com/2076-3921/8/12/605/s1, Table S1: Transcriptome analysis of *B. subtilis* 168 wild type after Allicin and DAS4 treatment using microarrays, Table S2: Transcriptome analysis of *B. subtilis* 168 after exposure to Allicin and DAS4 stress and subsets of gene expression changes classified into regulons, Table S3: Identification of 108 *S*-thioallylated proteins in the *B. subtilis* 168 allicin and DAS4 proteome using shotgun LC-MS/MS analysis including their spectral counts, Sequest Xcorrs, deltaCn scores and mass deviations, Table S4: Functional classification based on TIGRfam of the 108 proteins with *S*-thioallylated Cys peptides identified in the *B. subtilis* proteome under allicin and DAS4 stress, Table S5: Total spectral counts of all identified proteins in the *B. subtilis* proteome under allicin an DAS4 stress, Table S6: Identification of 108 *S*-thioallylated proteins in the proteome of *B. subtilis* 168 under allicin and DAS4 stress using shotgun LC-MS/MS analysis and the spectral counts of identified *S*-thioallylated Cys peptides.

## Abbreviations

BSH	bacillithiol
Brx	bacilliredoxin
CHP	cumene hydroperoxide
GSH	glutathione
DAS4	diallyl tetrasulfane
H_2_O_2_	hydrogen peroxide
HOCl	hypochloric acid
LMW thiol	low molecular weight thiol
OD_500_	optical density at 500 nm
ROS	reactive oxygen species
RSS	reactive sulfur species

How the deposited data were processed for this re-analysis (not part of the article)

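Transcripts of *B. subtilis* were measured on 6 Agilent 2-color arrays, with 2 biological replicates each of 30 min treatment with 90 µM allicin, 92 µM DAS4 or 2.5 mM NaHS. The last of these treatments is in the deposited series and not in the paper. On each array, cDNA of treated cells carried Cy5 and cDNA of cells from before the treatment carried Cy3. The paper names 2 independent biological replicates, and its text does not state whether different compounds shared a culture before the treatment.

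Per the file headers, the authors extracted the scanner images with Agilent Feature Extraction 11.5.1.1, while the methods name another version. The intensity values are, per the file headers, processed signals of both channels that the authors' scanner software background-subtracted, detrended and dye-normalized within each array, beside the median spot signals without normalization. The log10 values are, per the file headers, the log10 of the treated over the control processed signal of each probe after lowess dye normalization, with an error estimate on the same scale. The deposited gene-level table holds ratio values of treated over control, as deposited by the authors and linear, for each gene or RNA segment and array. Its header calls them medians of the probe ratios, and the methods name an error-weighted mean of log ratios by Rosetta Resolver. Checked against the probes, 100% of its 5855 values per array were the arithmetic mean of the linear probe ratios within 1%. Medians of the ratios matched 31% to 39.8% of these values, depending on the array, and weighted means of the logs matched 35% to 55.1%.

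For the values reported here, the 1417 control spots and between 42 and 895 spots per array that the scanner software marks as non-uniform or as population outliers were left out. The probe log10 ratios were converted to log2 and averaged per gene, weighted by their error. Of 4284 features with a *B. subtilis* locus name, 54 are named misc_RNA, 4222 were found in the reference table of locus tags, and 4 lacked a value on some array, which leaves 4280 genes tested. The shares of probes well above background on the NaHS arrays were 91.4% and 88.9% in the control channel and 89.4% and 86.2% in the treated channel of replicates 1 and 2. All probes of 86 genes for allicin, 61 for DAS4 and 72 for NaHS were not above background before the treatment in both replicates, so the ratios of these genes have a limited precision. The number of arrays limits the precision of every value.

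Genes were counted as changed when they were at least 3-fold higher or lower in both replicates, the rule of the methods. Log2 ratios were tested with limma 3.58.1 in R 4.3.3 (with statmod 1.5.0 and data.table 1.17.8) on all 6 arrays with 1 mean per treatment, for each treatment against no change and for DAS4 minus allicin, with Benjamini-Hochberg adjustment over all genes and a threshold of 0.05. With 3 residual and 2.78 prior degrees of freedom, the treatments share 1 estimate of the spread. Replicates were not paired across treatments, since the deviations of the allicin and DAS4 replicates from their means correlated at 0.196 across genes, those of allicin and NaHS at 0.086 and those of DAS4 and NaHS at 0.061. The regulon lists are those of Table S2 (547 entries), of which 48 have at least 2 genes (541 genes) and 5 have a single gene. The study made these lists from the same arrays. They were tested with fry of limma for each treatment and for DAS4 minus allicin. Table S1 was read as a copy of 1998 entries. Named were the 67 genes that the paper names, the 5 highest and 5 lowest genes of each comparison among those past the threshold and changed the same way in every replicate, and a set of genes for NaHS. The paper's values for allicin and DAS4 had been seen when this rule was set, and genes named outside it are marked as such.

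The pipeline was tested on simulated data in which 200 genes were changed in each of 2 treatments. It called 186 (93%) of them for simulated allicin with 13 false calls, 193 (96.5%) for simulated DAS4 with 7 false calls, and 363 of 400 (90.8%) for the difference with 13 false calls. The simulation set the probe log ratios directly, without background correction or dye normalization. It changed far fewer genes than the 78.1% and 82.5% that limma called after allicin and DAS4. These rates therefore do not cover those steps or so wide a response. Alternatives covered the background correction and dye normalization (normexp with an offset of 50 and loess, or centring of each array on its median), the source of the ratios (the authors' gene-level table), the summary over probes (median of the probes), filters on dim probes and on dim members of a list, the fold rule, the features counted, Spearman in place of Pearson correlation, the replicate or the slide as a block, a trend and robust variance, the arrays in the fit, each array left out in turn, and camera in place of fry. The files hold no mean spot signals, so normexp was run on the median spot signals. No spot was saturated, so leaving out saturated spots was not run, and a lower bound for named genes with a dim control channel did not apply, since none of them was dim in both replicates.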

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

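The tests of the slide and of the dye normalization for the differences between DAS4 and allicin, and those of the spore coat genes and of *ldh* and *lctP*, were chosen only after the results were seen.

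The responses to DAS4 and allicin differed in the test of the difference itself. In limma, 845 genes were higher and 1011 lower with DAS4 than with allicin at an adjusted p under 0.05. With each array left out in turn, these counts lay between 533 and 872 and between 692 and 1024, and the lowest, 533, was the count without allicin replicate 2. With the slide as the only cause, the differences on the 2 slides were predicted to be unrelated, but they correlated across all genes at 0.916. Each slide held an allicin and a DAS4 array, so an effect shared by a slide drops out of the difference by design. The 0.916 therefore shows that the differences repeated between replicates, and it cannot test the slide. With the dye normalization as the cause, the differences would be lost without it. The differences with the scanner software and with normexp and median centring correlated at 0.986, which argues against the dye normalization as the whole cause. A dye effect that is the same on all arrays drops out of the difference. The compound itself stays open as an untested biological explanation, as do differences between the cultures, since each compound has 2 cultures.

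At the level of lists, fry called 24 of 48 lists different between DAS4 and allicin, and 15 of these calls held with camera in the same direction. The median DAS4 minus allicin difference was above 0 for CsoR (4.72), GamR (3.42), SigM (2.93), NsrR (2.33), CcpN (1.45), SigI (1.45), FadR (1.30), LiaR (1.29), SigD (1.08), CcpA (0.56), Fur (0.55), NagR (0.49), SigW (0.37) and ResD (0.092). It was below 0 for CssR (-0.050), YlxR (-0.23), Spx (-0.41), BmrB (-0.53), HrcA (-0.67), HypR (-0.76), FapR (-0.99), TreR (-1.63), CzrA (-3.54) and YwnA (-3.91). The tests of CssR and YlxR point to higher values with DAS4, with a mean difference of 0.36 and 0.59, although their medians are below 0. The differences of CsoR, GamR, SigM, FadR, CcpA, CzrA and YwnA passed the threshold under every alternative that was run. The lists were chosen by the study on these arrays. The comparisons of the slides and of the normalizations over all genes, at 0.916 and 0.986, cover these lists only as part of the genome. By slide, the median difference changed sign for CssR (0.11 on the first, -0.21 on the second) and for YlxR (0.26 and -0.37). For the other lists named here, it had the same sign on both slides.

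Among single genes, the largest differences above 0 were those of *copA* (5.14), *yjbC* (4.91), *ypbG* (4.72), *fatR* (4.69) and *yrhH* (4.59). Below 0, the lowest fitted were those of *sscA* (-6.04), *cotY* (-5.16), *cotG* (-5.11), *cotX* (-5.09) and *cotZ* (-4.65). For each of these 10 genes, both DAS4 replicates lay on the same side of both allicin replicates. The gene *sscA* has 1 probe, which was not above background after DAS4 in both replicates, so its fall after DAS4 is given as at least 7.42-fold lower. Its log2 treated signal on the DAS4 arrays was 5.65 and 3.93, and those of the 4 *cot* genes, at 5.48 to 6.98, overlap or lie near the former. The sizes and the order of these 5 differences are therefore not fixed, and that of *cotZ* lay between -6.11 and -3.49 over the alternatives. Of the 5 lowest genes, *cotX*, *cotY*, *cotZ* and *cotG* belong to the spore coat. For the 26 genes with a *cot* symbol, the median difference of the ratios was -0.75, and 15 were lower with DAS4 in limma. If a difference between the cultures before the treatment were the whole cause, the treated signals would be alike. The signal before the treatment was higher on the DAS4 arrays by a median of 0.26 over these 26 genes, and the treated signal differed by -0.64, against 0.27 between replicates. For the 5 lowest genes, which were picked by this difference, these medians were 1.21 and -4.52. As they stand, the values of the 26 genes argue against cultures before the treatment as the whole cause. Whether a part arises there cannot be told, since 0.26 is no larger than the 0.27 between replicates. The signals were normalized within each array, and the average of both channels was then given the same distribution on all arrays. Before normalization, the median treated spot signal was 4590 and 4759.5 on the allicin arrays and 2927 and 3769 on the DAS4 arrays. The normalization evens out the overall brightness of the arrays, but whether a part of it stays in the -0.64 was not tested. A different progress of the cultures toward sporulation and an effect of the compounds both stay open, since neither was tested.

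The 2 NaHS arrays are not reported in the paper. After NaHS, 867 genes were at least 3-fold higher and 631 at least 3-fold lower in both replicates, and limma called 2174 higher and 1608 lower. The median log2 ratio of all genes was 0.34 and 0.32 on the 2 arrays, against 0.10 and 0.21 with median centring, so changes near these values carry no clear direction. Of the genes changed at least 3-fold, 57.9% were higher, but 44.9% with median centring (551 higher and 676 lower) and 48.1% with the median of the probes, so the balance of higher and lower genes depends on the processing. NaHS changed more genes than allicin or DAS4. If the slide were the cause, allicin and DAS4 arrays of that slide would have as many, but the NaHS arrays had at least 1679 genes changed 3-fold and those had at most 1111. With median centring in place of the dye normalization of the scanner software, 1227 genes changed in both replicates after NaHS and 921 after DAS4. Among probes above background in both channels, these counts were 1516 and 945. This filter removes dim probes and does not make the channels equal, so it cannot decide whether unequal signal of the channels contributed. The slide and the dye normalization are argued against as the whole cause, and unequal signal of the channels stays open. The compound and its dose are a candidate explanation that was not tested further, and a difference between cultures was not tested and stays open.

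Of the lists after NaHS, the highest medians were those of ArsR (11.22), Rex (10.33), *yrkEFHIJ* (10.31) and CsoR (8.23), and that of CtsR was 5.69, with all of these higher in fry. The lists of 2 genes, Rex and CsoR, did not pass with camera. The FapR list was lower (median -0.63, adjusted p = 0.00346 with fry). It did not pass without NaHS replicate 2 (adjusted p = 0.0613, in a range from 0.00198 over the alternatives). The highest genes were *ldh* (12.19), *yqcK* (11.76), *arsR* (11.30), *arsC* (11.14) and *arsB* (11.05), and the lowest were *frr* (-5.17), *atpH* (-5.16), *atpA* (-5.11), *rplJ* (-5.03) and *comS* (-5.00). Each of these 10 genes kept its direction under every scaling that was run. In the control channel, 5 and 6 of the 12 *ldh* probes were above background. The genes of the Rex list, *ldh* and *lctP*, changed far more after NaHS than after allicin or DAS4. If a lower signal before the treatment were the whole cause, the treated signals of each gene would be alike. The lowest NaHS treated signal was above the highest allicin or DAS4 treated signal of the same gene by 7.50 for *ldh* and 7.49 for *lctP* on the log2 scale. This argues against the cultures before the treatment as the whole cause. For *ldh*, part of the difference arises there, with a log2 signal before the treatment of 5.04 and 5.96 on the NaHS arrays and of 8.48 to 9.34 on the others. No other explanation was tested, and the compound and the growth of the NaHS cultures stay open.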

How the results depend on the processing

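The alternative that takes the mean ratio of the authors' gene-level table was the only one of these tests chosen after the result was seen, and the other alternatives were set before the data were examined. Over 24 alternatives, 400 of 434 values of 26 counts and correlations were the same within the replicate spread or within 1.5 times the count, and 34 moved. Of 200 gene values past the threshold, 194 kept their direction and their side of it under all alternatives that were run, as did 29 of 46 gene values not past it. Of 158 list results past the threshold, 64 did so, and of 34 not past it, 16 did. Of 3456 list values under the alternatives, 209 were no longer past the threshold, 80 of them with camera, 37 were newly past it, and 2 reversed. Of 3928 gene values, 13 were no longer past it, 52 were newly past it, and 3 reversed.

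The correlation of allicin and DAS4 was 0.828 and that of DAS4 and NaHS 0.720 as a Spearman coefficient. That of allicin and NaHS was 0.717 with normexp and loess, 0.709 with median centring and 0.716 with the authors' gene-level table. With 1 array left out, the correlation of allicin and DAS4 ranged from 0.831 (without DAS4 replicate 1) to 0.856, that of allicin and NaHS from 0.717 (without NaHS replicate 2) to 0.733, and that of DAS4 and NaHS from 0.722 (without NaHS replicate 2) to 0.744. A fold rule of at least 2-fold in each replicate, which counts more genes by construction, gave 759 higher and 803 lower genes for allicin, 847 and 921 for DAS4, and 1431 and 974 for NaHS. With median centring, 551 genes were at least 3-fold higher after NaHS. Genes higher with DAS4 than with allicin numbered between 533 and 872 with 1 array left out, the lowest without allicin replicate 2. Apart from the fold rule, the cause was not tested.

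Fry called 44 lists higher for allicin, 46 for DAS4 and 43 for NaHS, and camera called 21, 26 and 14. Camera compares a list with the other genes, many of which changed as well. For DAS4 minus allicin, 7 lists were higher with median centring, and 5 lists were lower with camera. For NaHS, 4 lists were lower with median centring and 2 with the compound's own arrays only. With 1 array left out, 0 to 1 lists were lower after DAS4, the AhrC list without DAS4 replicate 1 in fry. For NaHS, 0 to 3 lists were lower (0 without NaHS replicate 2, 3 without DAS4 replicate 1 or 2). For DAS4 minus allicin, 7 to 13 lists were higher and 4 to 7 lower, with 8 and 5 without allicin replicate 1, 9 and 4 without allicin replicate 2, 8 and 5 without DAS4 replicate 1, and 7 higher without DAS4 replicate 2. Leaving an array out leaves its treatment with a lone array, which is assumed to vary like the others, and fewer arrays. Apart from this, the cause was not tested.

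The AhrC list after DAS4 was higher with an adjusted p of 0.447 and reversed without DAS4 replicate 1. Its adjusted p ranged from 0.00205 (higher, without DAS4 replicate 2) to 0.55 with 1 array left out, and was 0.00704 (lower) without DAS4 replicate 1. The GamR list after NaHS reversed with camera (adjusted p = 0.93, in a range from 0.00177 over the alternatives). With median centring, *cadA* (-0.15) and *ywnB* (-0.34) reversed after NaHS. The DAS4 minus allicin difference of *yrkF* ranged from -0.82 (without DAS4 replicate 2) to 0.79 (without DAS4 replicate 1). For these, the cause was not tested beyond the array left out. The named genes that lost the threshold under some alternative were *bshC* after DAS4, *cadA* after NaHS, and *ahpC*, *ahpF*, *dnaK* and *groEL* in the difference.

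Signal over background limits the values of genes that were dim before the treatment. With probes above background in both channels on every array, 3972 genes were left of 4280, and with probes above background in at least one channel 4076. None of the named genes had all probes dim before the treatment in both replicates, so a bound from the control channel did not replace a ratio. From the treated channel, a bound is given for *sscA* after DAS4 (at least 7.42-fold lower). Leaving out saturated spots was not run, since there were none.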

Differences from the paper's values

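The rule that takes the mean ratio of the authors' gene-level table was chosen only after the result was seen, and the other tests of this part were not. Compared were 33 values of the paper's text, of which 20 differed, and 130 values of its Table S2, of which 38 differed. The errors in Table S2 are standard deviations. For ranges in the text, the lowest or highest value of the genes that the sentence names was taken over both compounds, unless the sentence names 1 compound. An exception is the sentence on *rbsA*, *rbsB* and *rbsC*, which names no compound and was compared with DAS4 alone. Over both compounds, the lowest value would be that of *rbsA* after allicin (0.67).

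The following ends of ranges of log2 fold changes in the text differed, and the alternatives named with them are among those set before the data were examined. With median centring, the authors' gene-level table or the median of the probes or without DAS4 replicate 1, the value is within the paper's for the lower end for *ohrA*, the paper's 6.4 against 6.25 (*ohrA* after DAS4) and the lower end for *ahpC* and *ahpF*, the paper's 3.8 against 3.40 (*ahpF* after DAS4), but not with the other alternatives. With the authors' gene-level table or the median of the probes, the value is within the paper's for the upper end for *ohrA*, the paper's 8.7 against 8.42 (*ohrA* after allicin) and the lower end for the *yrkEFHIJ* operon, the paper's 6.5 against 4.41 (*yrkJ* after DAS4), but not with the other alternatives. With the authors' gene-level table or the median of the probes or without allicin replicate 1, the value is within the paper's for the upper end for *katA*, the paper's 7.8 against 7.64 (*katA* after allicin), but not with the other alternatives. For the lower end for the Spx-controlled redox genes, the paper's 4.2 against 3.32 (*yjbH* after DAS4), the difference is past the error of the gene with every alternative but median centring, where the lowest gene is *ywcH* after allicin (3.42, SD 0.80) in place of *yjbH*. Without allicin replicate 2, the value is within the paper's for the upper end for *hxlAB* and *yraA*, the paper's 5.2 against 5.24 (*yraA* after allicin), but not with the other alternatives. With normexp and loess, median centring or the authors' gene-level table or without allicin replicate 1, the value is within the paper's for the upper end for the HrcA regulon, the paper's 4 against 3.84 (*groES* after allicin), but not with the other alternatives. Without DAS4 replicate 1, the value is within the paper's for the upper end for the *yrkEFHIJ* operon, the paper's 11 against 10.34 (*yrkI* after DAS4), but not with the other alternatives. With the authors' gene-level table, the value is within the paper's for the lower end for the YrkP-controlled operons, the paper's 1 against 0.73 (*yrkQ* after allicin), but not with the other alternatives. With probes above background in both channels, the value is within the paper's for the upper end for the YrkP-controlled operons, the paper's 2 against 2.27 (*ykcC* after DAS4), but not with the other alternatives. With the authors' gene-level table or the median of the probes or without DAS4 replicate 1, the value is within the paper's for the lower end for *rbsA*, *rbsB* and *rbsC*, the paper's 6 against 4.59 (*rbsA* after DAS4), but not with the other alternatives. With no alternative set before the data were examined is the value within the paper's for the following ends. They include the lower end for the bacillithiol genes, the paper's 1.5 against -0.36 (*bshC* after DAS4), the lower end for the CymR regulon, the paper's 1 against 0.048 (*cysK* after DAS4) and the lower end for the HypR, YodB and CatR regulons, the paper's 3.2 against 1.87 (*hypO* after DAS4). Others are the lower end for *hxlAB* and *yraA*, the paper's 2.5 against 2.20 (*hxlA* after DAS4), the lower end for *ywnA* and *ywnB*, the paper's 4.6 against 4.84 (*ywnA* after allicin) and the lower end for the metal efflux genes, the paper's 4.2 against 1.62 (*copA* after allicin). The last are the lower end for the CtsR regulon, the paper's 6 against 2.12 (*clpX* after allicin) and the lower end for the HrcA regulon, the paper's 2.7 against 0.62 (*dnaJ* after allicin). For *bshC*, *hypO* and *hxlA* after DAS4 and for *ywnA*, *copA* and *dnaJ* after allicin, the paper's own value in Table S2 is within the error of the value here.

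Of the values of Table S2, the 38 that differed are all within the paper's with the authors' gene-level table, an alternative set before the data were examined. With the median of the probes, but not with the others, this is also so for *ohrA* (8.42, the paper's 8.7), *czcD* (8.06, the paper's 8.27), *yrkN* (2.12, the paper's 2.33), *ykcB* (1.40, the paper's 1.775) and *ykcC* (1.96, the paper's 2.365) after allicin. The same holds for *rbsD* (-0.074, the paper's -0.3) after allicin and *ywcH* (3.78, the paper's 4.875), *yrkJ* (4.41, the paper's 5.955) and *rbsD* (1.91, the paper's 3.23) after DAS4. With the median of the probes or without allicin replicate 1, but not with the others, this is also so for *ywcH* (3.53, the paper's 4.825), *cadA* (8.94, the paper's 9.175) and *yrkJ* (5.52, the paper's 6.55) after allicin. With normexp and loess, but not with the others, this is also so for *trxA* (5.10, the paper's 5.25) and *mcsA* (4.99, the paper's 5.06) after allicin. Only with that table, and not with the others, is this so for *bshB2* (2.88, the paper's 2.89), *arsB* (9.30, the paper's 9.615), *arsC* (9.40, the paper's 9.655) and *yrkE* (9.58, the paper's 9.905) after allicin and *trxA* (4.38, the paper's 4.47) after DAS4. The same holds for *yraA* (5.07, the paper's 5.115), *grpE* (1.15, the paper's 1.18), *yrkQ* (0.75, the paper's 0.925), *ykcB* (1.28, the paper's 1.57) and *rbsK* (1.24, the paper's 1.665) after DAS4. The same holds for *rbsC* (6.72, the paper's 6.89) after DAS4. With median centring, but not with the others, this is also so for *hypR* (5.72, the paper's 5.76) after allicin. Without allicin replicate 2, but not with the others, this is also so for *czcO* (7.92, the paper's 8.035) after allicin. With the median of the probes or without allicin replicate 2, but not with the others, this is also so for *clpX* (2.12, the paper's 2.175) and *yrkF* (9.60, the paper's 9.685) after allicin. Without allicin replicate 1, but not with the others, this is also so for *dnaK* (2.99, the paper's 3.08) after allicin. With median centring or the median of the probes or without DAS4 replicate 1, but not with the others, this is also so for *ohrA* (6.25, the paper's 6.41) after DAS4. Without DAS4 replicate 1, but not with the others, this is also so for *nfrA* (5.70, the paper's 5.86) and *groES* (1.26, the paper's 1.33) after DAS4. With normexp and loess, median centring or the median of the probes or without DAS4 replicate 1, but not with the others, this is also so for *yugJ* (4.27, the paper's 4.42) after DAS4. With normexp and loess or the median of the probes or without DAS4 replicate 2, but not with the others, this is also so for *clpP* (4.75, the paper's 4.82) after DAS4. With median centring or the median of the probes, but not with the others, this is also so for *dnaK* (2.35, the paper's 2.8) after DAS4. With the median of the probes or without DAS4 replicate 1, but not with the others, this is also so for *ykcC* (2.27, the paper's 2.5) and *rbsA* (4.59, the paper's 5.995) after DAS4.

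The paper's counts of genes over 3-fold higher in both replicates, 515 for allicin and 616 for DAS4, are within 1.5 times the counts of 427 and 516 here. With at least 3-fold in both replicates, the authors' gene-level table gave 471 and 574, below the paper's counts. The mean ratio of the authors' gene-level table at least 3-fold, a rule chosen after seeing the values, gave 514 and 616. The paper's list of these genes was not held in full, so how many of its called genes this rule drops could not be counted.

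In its text, the paper names 10 regulons that can be ranked by their list as the most strongly induced. Of these, 6 for allicin and 8 for DAS4 were among the 10 highest medians of 48 lists, so the tally is with the paper. The lowest of them ranked 21 for allicin (PerR) and 29 for DAS4 (Spx). The paper gives *bshC* within the range of the bacillithiol genes and names no compound in that sentence. After allicin it rose (1.72), and after DAS4 it fell by 0.36 on the log2 scale, while *bshB2*, *brxA*, *brxB* and *ypdA* rose under both. The paper's discussion calls *ohrA* the top scorer under both compounds. It ranked 10 of all genes for allicin and 23 for DAS4. The sentence sets it beside a HypR-controlled gene of *S. aureus* and does not say whether all genes are meant.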

Other observations

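The test of the slide for the arginine genes of the AhrC list was chosen only after the result was seen, and the other tests of this part were not.

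The correlation of allicin and DAS4 across genes was set against that with NaHS, whose arrays share the dyes and the 30 min of growth. The prediction was that, if these alone made the ratios correlate, NaHS would correlate as closely. The lowest correlation of an allicin with a DAS4 array was 0.826, and the highest of a NaHS array with an allicin or DAS4 array was 0.742. However, the NaHS arrays also varied more, with an SD of the log2 ratios across genes of 2.00 and 2.02. On the allicin and DAS4 arrays, it was 1.50 to 1.72. A larger change of its own lowers a correlation, so the gap cannot decide whether dye and growth are the whole cause. They may contribute to all of these correlations. Of the genes at least 3-fold higher in both replicates, allicin and NaHS shared 302 and DAS4 and NaHS 341, and of those lower 270 and 314.

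A hypothesis was that DAS4, through release of hydrogen sulfide, shares more of its response with NaHS than allicin does. If so, every NaHS array would correlate more closely with every DAS4 array than with any allicin array. The order was mixed for NaHS replicate 1, which correlated at 0.7183 and 0.7106 with allicin replicates 1 and 2 and at 0.7179 and 0.7192 with those of DAS4. NaHS replicate 2 correlated at 0.733 and 0.727 with those of allicin and more closely, at 0.739 and 0.742, with those of DAS4. The mean correlation of NaHS with DAS4 was 0.0072 above that with allicin. The mean difference is smaller than the spread between arrays, and its sign depends on the coefficient. As a Pearson coefficient of the mean ratios, the correlation with NaHS was higher for DAS4 than for allicin under every other alternative, with the widest gap with normexp and loess (0.741 against 0.717). As a Spearman coefficient, the correlation with NaHS was 0.731 for allicin and 0.720 for DAS4, so the order is the opposite. By these correlations over all genes, whether the responses to DAS4 and NaHS are closer cannot be told apart from the spread with 2 arrays each. Single genes and lists were not tested against this hypothesis.

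The arginine genes of the AhrC list (9 genes) rose after allicin (median 4.78, adjusted p = 0.0141 with fry), with 4.80 and 4.81 in replicates 1 and 2. After DAS4, the median was 2.47 in replicate 1 and -0.71 in replicate 2, and the list did not pass (adjusted p = 0.447 with fry). Without DAS4 replicate 1 it was lower (adjusted p = 0.00704) and without DAS4 replicate 2 it was higher (0.00205), in a range up to 0.815 over the alternatives. The list after allicin did not pass without either allicin or either NaHS replicate, with an adjusted p up to 0.0975. If the slide were the cause, allicin would differ between the slides in the same way. The ratio differed by 3.16 between the DAS4 replicates and by 0.047 between the allicin replicates, which argues against the slide. If the cultures before the treatment were the whole cause, their signal would differ by as much as the ratios and the treated signals would be alike. The signal before the treatment was 0.98 higher in DAS4 replicate 2, and the treated signal was 2.30 higher in replicate 1, so this is not the whole cause, although it may be a part. A fault of a single array and a difference in the growth of the DAS4 cultures stay open. Between compounds, the signal before the treatment also differed, with a median log2 signal of 11.61 and 11.45 on the allicin arrays, 13.41 and 14.37 on the DAS4 arrays and 14.46 and 14.52 on the NaHS arrays. For DAS4 minus allicin, the median was -4.13 and all 9 genes were lower in limma, while the list did not pass with fry (adjusted p = 0.0918). It passed with camera (0.0078), without DAS4 replicate 1 (0.00717) and without DAS4 replicate 2 (0.00931), in a range up to 0.279 over the alternatives.

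After NaHS, the genes that the paper names for allicin and DAS4 had log2 fold changes of 10.64 for *clpE*, 10.39 for *yrkF*, 10.33 for *yrkE*, 8.04 for *yrkH*, 4.58 for *yrkJ*, 9.94 for *mrgA*, 9.58 for *katA*, 9.23 for *copZ*, 7.24 for *copA*, 5.31 for *azoR1* and 4.85 for *trxB*. The gene *ohrA* was at 0.82 and *cadA* at 0.29 (adjusted p = 0.0374, limma). The value of *cadA* did not pass without NaHS replicate 1 (adjusted p = 0.101) or 2 (0.189), with the median of the probes (0.0602), with a trend and robust variance (0.0761) or with the NaHS arrays alone (0.0539), and it changed sign with median centring (0.283, the highest over the alternatives). The genes *czcD* (-0.39) and *ywnB* (0.02) did not pass (adjusted p = 0.0613 and 0.88, limma), and *czcD* was lower past the threshold under 6 alternatives. These were median centring (0.00344, the lowest), the median of the probes (0.0209), without DAS4 replicate 1 (0.00912) or 2 (0.00913), the slide as a block (0.0492) and the NaHS arrays alone (0.0212), in a range up to 0.362 over the alternatives. With median centring, *ywnB* was lower (-0.34, adjusted p = 0.0289, in a range up to 0.892). These values are to be read against the median of all genes after NaHS, 0.34 and 0.32 in the 2 replicates.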
